# *Candida albicans* Infection of *Caenorhabditis elegans* Induces Antifungal Immune Defenses

**DOI:** 10.1371/journal.ppat.1002074

**Published:** 2011-06-23

**Authors:** Read Pukkila-Worley, Frederick M. Ausubel, Eleftherios Mylonakis

## Abstract

*Candida albicans* yeast cells are found in the intestine of most humans, yet this opportunist can invade host tissues and cause life-threatening infections in susceptible individuals. To better understand the host factors that underlie susceptibility to candidiasis, we developed a new model to study antifungal innate immunity. We demonstrate that the yeast form of *C. albicans* establishes an intestinal infection in *Caenorhabditis elegans*, whereas heat-killed yeast are avirulent. Genome-wide, transcription-profiling analysis of *C. elegans* infected with *C. albicans* yeast showed that exposure to *C. albicans* stimulated a rapid host response involving 313 genes (124 upregulated and 189 downregulated, ∼1.6% of the genome) many of which encode antimicrobial, secreted or detoxification proteins. Interestingly, the host genes affected by *C. albicans* exposure overlapped only to a small extent with the distinct transcriptional responses to the pathogenic bacteria *Pseudomonas aeruginosa* or *Staphylococcus aureus*, indicating that there is a high degree of immune specificity toward different bacterial species and *C. albicans*. Furthermore, genes induced by *P. aeruginosa* and *S. aureus* were strongly over-represented among the genes downregulated during *C. albicans* infection, suggesting that in response to fungal pathogens, nematodes selectively repress the transcription of antibacterial immune effectors. A similar phenomenon is well known in the plant immune response, but has not been described previously in metazoans. Finally, 56% of the genes induced by live *C. albicans* were also upregulated by heat-killed yeast. These data suggest that a large part of the transcriptional response to *C. albicans* is mediated through “pattern recognition,” an ancient immune surveillance mechanism able to detect conserved microbial molecules (so-called pathogen-associated molecular patterns or PAMPs). This study provides new information on the evolution and regulation of the innate immune response to divergent pathogens and demonstrates that nematodes selectively mount specific antifungal defenses at the expense of antibacterial responses.

## Author Summary

Despite being a part of the normal flora of healthy individuals, *Candida albicans* is the most common fungal pathogen of humans and can cause infections that are associated with staggeringly high mortality rates. Here we devise a model for the study of the host immune response to *C. albicans* infection using the nematode *C. elegans*. We found that infection with the yeast form of *C. albicans* induces rapid and robust transcriptional changes in *C. elegans*. Analyses of these differentially regulated genes indicate that the nematode mounts antifungal defenses that are remarkably distinct from the host responses to pathogenic bacteria and that the nematode recognizes components possessed by heat-killed *C. albicans* to initiate this response. Interestingly, during infection with a pathogenic fungus, the nematode downregulates antibacterial immune response genes, which may reflect an evolutionary tradeoff between bacterial and fungal defense.

## Introduction

*Candida albicans* is a remarkably successful and versatile human pathogen that is found on the skin and mucosal surfaces of virtually all humans. Under most circumstances, *C. albicans* is a harmless commensal [1]. However, this opportunist can invade host tissues and cause life-threatening infections when the immune system is weakened (e.g. from critical illness) and competing bacterial flora are eliminated (e.g. from broad-spectrum antibiotic use). Accordingly, invasive candidiasis is particularly common in intensive care units where mortality rates reach 45–49% [2]–[4]. Antecedent colonization of mucosal surfaces with *C. albicans* can also lead to debilitating superficial infections in otherwise normal hosts. Approximately 75% of all women, for example, will have one episode of *Candida* vaginitis in their lifetime, with half having at least one recurrence [5].

*C. albicans* can grow vegetatively as yeast or hyphae, and each form contributes to pathogenesis [6]–[8]. *C. albicans* yeast cells colonize mucosal surfaces and facilitate dissemination of the organism through the blood stream [9]–[11]. Hyphae, by contrast, are important for host invasion and tissue destruction [1], [8], [11], [12]. The factors that influence these diverse growth patterns during infection are poorly understood, but it is clear that innate immune mechanisms in mammalian epithelial cells normally prevent *C. albicans* from becoming a pathogen [13]–[15]. Recently, genetic analyses of two human families whose members suffered from recurrent or chronic candidiasis on mucosal surfaces identified causative mutations in the innate immune regulators dectin-1 [16] and *CARD9* [17]. Dectin-1 is a pattern-recognition receptor important for macrophage phagocytosis of fungi. Interestingly, this protein interacts differently with the *C. albicans* growth forms. Cell wall components exposed in the bud scar of *C. albicans* yeast (so-called pathogen-associated molecular patterns or PAMPs) potently stimulate dectin-1, but hyphae are relatively shielded from innate immune detection, which likely contributes to the ability of *C. albicans* to establish infection [13], [15], [18]. Furthermore, a recent study found that the p38 MAP kinase, a central regulator of mammalian immunity, receives biphasic inputs from *C. albicans* that are dependent on the morphologic form of the organism and the local fungal burden [14]. These data suggest that the interplay between *C. albicans* and the mammalian innate immune system dictate the virulence potential of this specialized pathogen, yet relatively little is known about the molecular mechanisms underlying these interactions.

One approach to study evolutionarily conserved aspects of epithelial innate immunity and microbial virulence uses the invertebrate host *Caenorhabditis elegans* [19], [20]. In nature, nematodes encounter numerous threats from ingested pathogens, which have provided a strong selection pressure to evolve and maintain a sophisticated innate immune system in its intestinal epithelium [21]. Coordination of these defenses involves several highly-conserved elements that have mammalian orthologs [22]–[25]. Furthermore, *C. elegans* intestinal epithelial cells bear a striking resemblance to human intestinal cells [26] and because the nematode lacks both a circulatory system and cells dedicated to the immune response, the intestinal epithelium constitutes the primary line of defense for the nematode against ingested pathogens. Thus, it is possible to conduct analyses of innate immune mechanisms in a physiologically-relevant, genetically-tractable system.

Much of the characterization of nematode immunity has used nosocomial bacterial pathogens [27]–[30], particularly *Pseudomonas aeruginosa* [22], [31], [32], but to date, the immune response directed toward a medically-important, fungal pathogen has not been defined. Here, we extend our previously-validated system for the study of hyphal-mediated *C. albicans* virulence in the nematode [33] to examine *C. albicans* yeast. Our goal was to use studies of *C. elegans-C. albicans* interactions to identify novel, conserved features of metazoan innate immunity. We found that the responses to bacterial and fungal pathogens are remarkably distinct. Many of the immune response effectors that are upregulated by either *P. aeruginosa* or *S. aureus* are downregulated by infection with *C. albicans* yeast. We also found that slightly more than half of the immune response genes activated by infection with live *C. albicans* are also upregulated by heat-killed *C. albicans*. Our data indicate that the *C. elegans* immune response to *C. albicans* most likely involves detection of conserved surface-associated molecular pattern molecules, as well as detection of *C. albicans* virulence-related factors.

## Results

### The Yeast Form of *C. albicans* is Pathogenic to *C. elegans*

To examine interactions between *C. albicans* and the innate immune system, we established a novel system using the model host *C. elegans*. In a previous study, we found that *C. albicans* hyphae can kill *C. elegans* in a manner that models key aspects of mammalian pathogenesis [20], [33]. In that assay, yeast cells were ingested by nematodes on solid medium and, after transfer to liquid medium, worms died with true hyphae piercing through their bodies. During these experiments, we noted that when infected worms were maintained on solid media, rather than transferred to liquid media, the *C. albicans* yeast form caused pathogenic distention of the nematode intestine and premature death of the worms. Thus, we hypothesized that *C. albicans* yeast, the form commonly found in the mammalian intestine [13], [15], [18], also contain virulence determinants that allow infection of *C. elegans*. We therefore developed an assay that is conducted exclusively on solid media and allows the direct study of yeast-mediated pathogenesis of the nematode. As shown in Figure 1, the yeast form of the *C. albicans* laboratory reference strain DAY185 infected and killed *C. elegans*. Heat-killed *C. albicans* yeast cells were not pathogenic to the nematode (Figure 1A) and caused less distention of the nematode intestine compared to that seen following exposure to live *C. albicans* (Figure 1B). We found that the *C. albicans* clinical isolate SC5314 was also able to establish a lethal infection in nematodes (Figure 2). Furthermore, the *C. albicans efg1Δ/efg1Δ cph1Δ/cph1Δ* double mutant strain [8], which is attenuated for virulence in mammals, was also unable to efficiently kill *C. elegans* in this assay (Figure 2). Like its isogenic wild-type parent strain, virulence-attenuated *C. albicans* yeast enter the nematode intestine during the infection assay (data not shown), suggesting that non-specific occlusion of the intestine with yeast is not the mechanism of *C. albicans*-mediated worm killing. In addition, we found that *C. albicans* killed sterile *C. elegans fer-15(b26);fem-1(hc17)* animals (data not shown) and wild-type worms in the presence of 5-fluoro-2′-deoxyuridine (FUDR), a compound that prevents progeny from hatching (Figure 1A). These results suggest that killing of nematodes by *C. albicans* yeast in the *C. elegans* model involves virulence determinants intrinsic to live fungi and not a “matricidal effect” from premature hatching of embryos inside animals, a previously described, non-specific consequence of pathogen stress in wild-type worms [26], [31], [32], [34]. In summary, these data demonstrate that *C. albicans* yeast are pathogenic to the nematode and establish a second assay, which together with the liquid-media system [33], permit separate *in vivo* analyses of *C. albicans* growth states.

**Figure 1:**
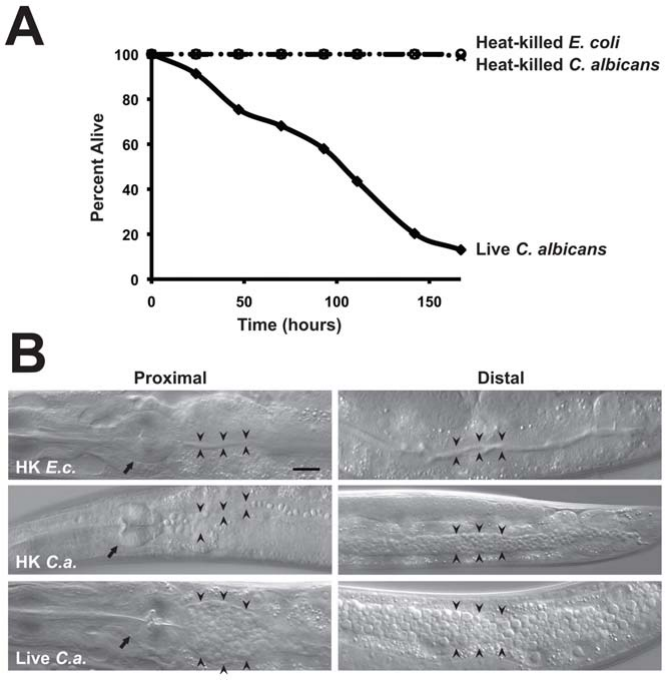
*C. albicans* yeast can kill *C. elegans*. (A) Live *C. albicans* (closed diamonds) were pathogenic to nematodes on solid media, whereas heat-killed *C. albicans* (open circles) and *E. coli* (crosses) were not (*P*<0.001). The graph presents the average of three plates per strain, each with 30 to 40 animals per plate. Data are representative of two biological replicates. (B) Images of *C. elegans* animals exposed to heat-killed *E. coli* (HK *E.c.*), heat-killed *C. albicans* (HK *C.a.*) or live *C. albicans* (live *C.a.*) for 16 hours at 25°C are shown. Images of the proximal (left) and distal (right) intestine were obtained using Nomarski optics. Both live and heat-killed *C. albicans* accumulated within the intestine, but only live *C. albicans* caused marked distention of the proximal intestine. Arrows point to the pharyngeal grinder and arrowheads outline the lumen of the intestine. The scale bar represents 20 µm.

**Figure 2:**
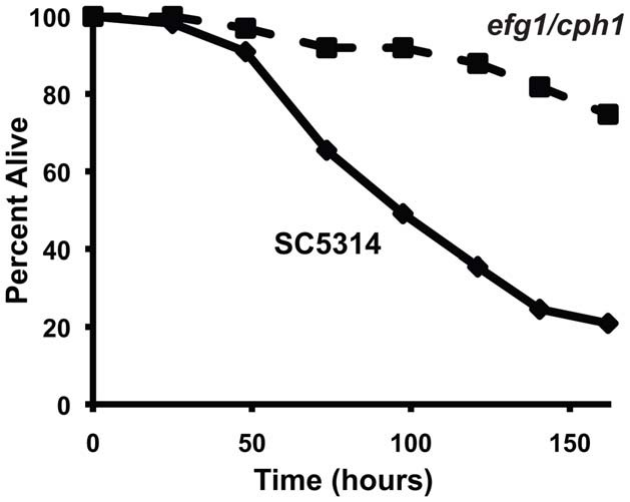
A *C. albicans* double mutant strain that is attenuated for pathogenicity in mammals is also unable to efficiently kill *C. elegans*. The *C. albicans efg1Δ/efg1Δ cph1Δ/cph1Δ* double mutant strain (*efg1/cph1*) exhibited a reduced ability to kill *C. elegans* compared to its isogenic wild-type parent strain SC5314 (*P*<0.001). The graph presents the average of three plates per strain, each with 30 to 40 animals per plate. Data are representative of two biological replicates.

### *C. albicans* Infection Induces a Rapid Host Response that Involves Antimicrobial, Secreted and Detoxification Genes

Previous studies have shown that *C. elegans* mounts a rapid and specific immune response toward pathogenic bacteria [32], [35], [36]; however, it is not known how the nematode defends itself against an intestinal fungal pathogen. We therefore used transcriptome profiles of nematodes during an infection with *C. albicans* yeast to define the antifungal immune response genes in the nematode. We compared gene expression of animals exposed to *C. albicans* for four hours with control worms fed the non-pathogenic food source, heat-killed *E. coli* OP50. 

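RNA from young adult N2 animals was hybridized to 9 Affymetrix *C. elegans* arrays, with 3 arrays for animals on live *C. albicans* DAY185, 3 for animals on heat-killed *E. coli* OP50 and 3 for the heat-killed *C. albicans* condition of the same experiment. There were 3 biological replicates, each with 1 array for every condition. The values deposited by the authors were intensities from the error model for single-color chips of the Rosetta Resolver software, on a linear scale after subtraction of background, each with a p-value for detection. They had not been brought to a common level across arrays. The trimmed mean intensity was 253.6, 533.1 and 316.3 on the live *C. albicans* arrays and 334.8, 390.8 and 425.0 on the heat-killed *E. coli* arrays. The intensities of all 9 arrays were therefore quantile normalized, values under 0.87 (percentile 1 of the positive values) were set to 0.87, and log2 values were taken. An array detected between 12444 and 13731 of the 22548 probe sets other than controls. The 13768 probe sets detected on at least 3 of the 9 arrays, which represent 11105 genes, were tested with limma in a single fit of the 3 group means, and p-values were adjusted by the Benjamini-Hochberg method. Genes are said here to have risen or fallen when they changed at least 2-fold at an adjusted p below 0.05, and the study's own thresholds are a 2-fold change at an unadjusted p below 0.01. Where none of the 3 arrays of a group detected a gene, its change is given as at least the fold by which the other group exceeded the lowest detected intensity on those arrays. Intensities are given as the normalized mean ± SD. With 3 arrays in each group, the number of arrays limits the precision, and an exact permutation test of 3 against 3 arrays cannot give a p under 0.10.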

The short exposure time maximized the yield for transcriptional changes associated with pathogen detection, rather than gene expression changes associated with intestinal damage [36]. It was necessary to use heat-killed *E. coli* for these experiments because live *E. coli* were previously shown to be pathogenic to the nematode on *C. albicans* growth media (brain heart infusion agar) [37]. We found that *C. elegans* coordinates a rapid and robust transcriptional response to *C. albicans* that involves approximately 1.6% of the nematode genome (Figure 3). 

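Strong rises on live *C. albicans* relative to heat-killed *E. coli* included those of *ftn-1*, which encodes a ferritin heavy chain that stores iron, of *oac-31*, an acyltransferase gene, and of *trx-3*, a thioredoxin gene. No heat-killed *E. coli* array detected any of these genes, so that *ftn-1* was at least 4.63-fold higher (adjusted p = 5.5e-04, n = 3 arrays per group), *oac-31* at least 2.81-fold higher (adjusted p = 0.0049) and *trx-3* at least 3.9-fold higher (adjusted p = 5.5e-04). The strong falls included detoxification genes. The UDP-glucuronosyltransferase gene *ugt-16* had an intensity of 198 ± 10.2 (SD, n = 3) on heat-killed *E. coli* and was undetected on every live *C. albicans* array, a difference of at least 8.15-fold (adjusted p = 0.0045). The cytochrome P450 gene *cyp-35A2* had an intensity of 707 ± 150 on heat-killed *E. coli* and 97.6 ± 10.6 on live *C. albicans* (adjusted p = 9.2e-05).
Among the other rises, *gakh-1*, whose product is related to cyclin G-associated kinases, was at least 2.09-fold higher, *Y60C6A.1* at least 1.75-fold higher and the Hsp70 probe set for *F44E5.4/5* at least 4.72-fold higher. The intensity of *F53A9.7* was 529 ± 152 on live *C. albicans* and 115 ± 46.5 on heat-killed *E. coli*. Among the other falls, the ShK-like gene *F49F1.7* was at least 4.54-fold lower, *ugt-1* at least 4.12-fold lower, *cyp-35A3* at least 3.12-fold lower, the nuclear hormone receptor gene *nhr-114* at least 3.64-fold lower and *nssp-44* at least 1.66-fold lower on live *C. albicans*. The intensity of *pcp-2*, a gene of the prolyl carboxypeptidase family, was 40.6 ± 10.6 against 509 ± 233, that of *cyp-35C1* was 55.1 ± 19 against 595 ± 110, and that of *T05E12.6* fell by 3.35 on the log2 scale (standard error 0.59). The call for *nhr-114* was lost in 9 alternative settings, that for *F44E5.4/5* in 7, that for *Y60C6A.1* in 3, that for *gakh-1* in 2 and that for *T05E12.6* without the detection filter. With the replicate as a block, *cyp-35A3* had an adjusted p of 0.058. The paper states that the animals coordinate a rapid and robust response to the yeast (Figure 3).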

124 genes were upregulated two-fold or greater in response to *C. albicans* compared to heat-killed *E. coli* and 189 genes were downregulated at least two-fold (*P*<0.01) (Figure 3A and Table S1A). 

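Genes of detoxification and the fatty acid desaturase genes *fat-5* and *fat-6* were among those that fell. Of 40 cytochrome P450 genes tested, 6 fell on live *C. albicans* relative to heat-killed *E. coli* and 1, *cyp-37B1*, rose, with a log2 change of 1.69 (standard error 0.21, n = 3 arrays per group). Of 38 UDP-glucuronosyltransferase genes, 4 fell and 0 rose. They were *ugt-1*, *ugt-16*, *ugt-22*, which fell by 2.43 on the log2 scale (standard error 0.35), and *ugt-62*, which fell by 1.99 (standard error 0.16). Of 18 glutathione S-transferase genes, which encode conjugating enzymes, *gst-28*, *gst-5* and *gst-36* fell, by 2.00, 1.60 and 1.47 on the log2 scale, and the other members did not pass.
The group tests with camera gave an adjusted p of 0.0033 for the cytochrome P450 genes, 2.9e-05 for the UDP-glucuronosyltransferases and 1.5e-05 for the glutathione S-transferases, all downward. With an estimated correlation, the cytochrome P450 genes had an adjusted p = 0.32, the UDP-glucuronosyltransferases 0.11 and the glutathione S-transferases 0.12, so that none of the calls held. Adjusted over the list alone, 1 cytochrome P450 gene rose and 6 fell, 1 UDP-glucuronosyltransferase gene rose and 7 fell, and 3 glutathione S-transferase genes fell. Of 29 ABC transporter genes, 4 fell (4 adjusted over the list alone; camera adjusted p = 0.24; Fisher adjusted p of the falls 0.0031): *pmp-5* by 2.46, *pgp-5* by 1.75, *abt-4* by 1.39 and *pmp-1* by 1.14 on the log2 scale. Of 25 short-chain dehydrogenase genes, 0 passed in limma, 11 had an unadjusted p under 0.05 and 1 fell when adjusted over the list alone (camera adjusted p = 0.74). Of these, *dhs-28* had a log2 change of 0.43 (standard error 0.05), *dhs-18* one of 1.00 with a fold of 1.99, and *dhs-23* an intensity of 17.5 ± 11.5 against 109 ± 18.8 with an adjusted p of 0.06, or 0.023 with the replicate as a block. *fat-5* and *fat-6* encode fatty acid desaturases of membrane and storage lipids. On live *C. albicans*, *fat-5* fell by 2.47 on the log2 scale, and the intensity of *fat-6* was 1718 ± 279 against 3762 ± 142 on heat-killed *E. coli* (SD, n = 3). The 20 genes of fatty acid desaturation, elongation and synthesis had a downward group test at an adjusted p of 0.0047 (adjusted p = 0.22 with an estimated correlation), with 2 falls and 2 falls adjusted over the list alone. Fisher's exact test of their falls gave an adjusted p of 0.067. That test takes genes as independent, here and for the other lists, so its p does not measure the spread between arrays.
In all, 112 genes were higher and 186 were lower on live *C. albicans* at the study's thresholds, and 95 rose and 156 fell at the adjusted p. Groups simulated without any difference passed the study's thresholds for 29.4 probe sets on average, against 331 here. In each of the 280 probe sets called, the 3 arrays of one condition lay wholly above the 3 of the other. Chance gives this for 10% of probe sets that were not selected, but the call itself favors such probe sets. The call for *cyp-35A4* was lost in 9 alternative settings, and those for *fat-6*, *pmp-1* and the cytochrome P450 group in 1 each. The count of higher genes was 175 without the detection filter and 69 among probe sets detected on all 9 arrays, where 121 genes were lower.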

For technical confirmation of the microarray experiment, we selected 11 genes that showed varying degrees of differential regulation and tested their expression by quantitative real-time polymerase chain reaction (qRT-PCR) under each microarray condition (Figure 3B and Table S2). 

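Of the 11 genes measured by qRT-PCR, the arrays gave higher expression on live *C. albicans* than on heat-killed *E. coli* for the putative antimicrobial peptide genes *abf-2*, *fipr-22/23*, *cnc-4* and *cnc-7* and for the CUB-like gene *F35E12.5*. They gave lower expression for *irg-3*, the C-type lectin gene *clec-67*, *K08D8.5*, *C17H12.8*, *F49F1.6* and *F01D5.5*. The intensity of *F01D5.5* was 1.47 ± 1.03 on live *C. albicans* and 54.6 ± 56.6 on heat-killed *E. coli* (SD, n = 3 arrays), and that of *F49F1.6* was 2.92 ± 3.54 and 41.5 ± 19.5. The direction matched that of the paper's qRT-PCR values from RNA set A in 11 of 11 genes. Pearson's r between the log2 array changes and the log2 qRT-PCR changes was 0.89 (R2 of 0.78, permutation p = 8.1e-04, adjusted p = 0.0016) and Spearman's rho was 0.84 (permutation p = 0.0021, adjusted p = 0.0041), from 100000 two-sided permutations and with the p-values adjusted over 2 RNA sets. Without *F01D5.5* and *abf-2*, which lie farthest from the median, r was 0.87 over 9 genes. On linear folds, R2 was 0.85. The correlation is across genes, which are not independent replicates, and the array values of 4 genes rest on a group in which no array detected them, live *C. albicans* for *F01D5.5* and *F49F1.6* and heat-killed *E. coli* for *abf-2* and *fipr-22/23*. The study picked the 11 genes as changed on these arrays, in both directions. The correlations and their permutation p-values therefore reflect the match of direction as well. Whether sizes match among the higher or among the lower genes was not tested.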

Plotting the fold difference observed in the transcriptome profiles versus the value obtained by qRT-PCR from the three biological replicates used for the microarray analysis yielded an R^2^ of 0.90 (Figure 3B), which indicates tight correlation between these datasets and is a result that compares favorably with similar analyses of other microarray experiments [38]. We also tested three additional biological replicates and found similar fold changes between the microarray and qRT-PCR analyses in 10 of the 11 genes (Table S2), a correlation rate that is consistent with other microarray analyses of pathogen response genes in the nematode [34]. 

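Set against the qRT-PCR values of RNA set B, the array changes of *abf-2*, *fipr-22/23*, *cnc-4*, *cnc-7*, *irg-3*, *clec-67*, *K08D8.5*, *C17H12.8*, *F49F1.6* and *F01D5.5* had the same direction. *F35E12.5* did not, since its array value was 3.84-fold higher on live *C. albicans* than on heat-killed *E. coli* and its qRT-PCR value in the paper was lower. Pearson's r across the 11 genes was 0.73 (R2 of 0.54, permutation p = 0.013, adjusted p = 0.013), and it was 0.70 without the genes *F01D5.5* and *abf-2*. Spearman's rho was 0.70 (permutation p = 0.019, adjusted p = 0.019). On linear folds, R2 was 0.62. As with RNA set A, the genes were picked as changed in both directions, so these correlations also reflect the match of direction.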

As a third means to confirm the results of our microarray, we compared the expression of 4 upregulated and 4 downregulated genes in wild-type *C. elegans* animals infected with a different *C. albicans* strain than used for the microarray analysis. We exposed animals to the *C. albicans* clinical isolate SC5314, a strain that is also virulent toward *C. elegans* (Figure 2), and found similar transcriptional changes between *C. albicans* SC5314 and DAY185-exposed animals for all 8 genes tested (Table S2). These data suggest that the *C. albicans*-induced transcriptional changes observed in our microarray analysis are not specific to a particular yeast strain.

**Figure 3:**
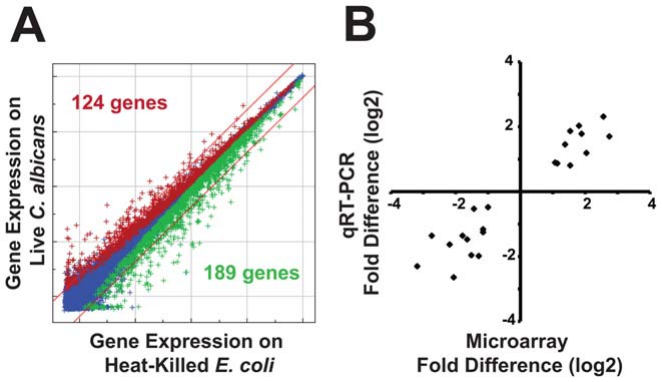
Infection with *C. albicans* yeast induces a rapid host response. (A) *C. elegans* genes that were differentially regulated in *C. albicans*-exposed versus heat-killed *E. coli*-exposed young adult animals at 4 hours after infection are depicted on a genome-wide intensity plot of 22,548 sequences. Genes colored red were upregulated by *C. albicans* (*P*<0.01), those colored green were downregulated (*P*<0.01) and those colored blue were unchanged. Diagonal lines represent 2-fold change and the numbers of genes differentially regulated greater than 2-fold are indicated (*P*<0.01)(124 genes were upregulated and 189 genes were downregulated). (B) qRT-PCR was used to confirm the results of the microarray analysis. 11 genes with varying degrees of differential regulation were selected and studied under each condition in which they were differentially regulated in the microarray analysis (see Table S2 for gene identities). Correlation of microarray and qRT-PCR data was determined by plotting the average fold difference observed in the microarray analysis (three biological replicates) versus the average fold difference for the same gene obtained by qRT-PCR (three biological replicates). Linear regression analysis revealed strong correlation between the datasets (R^2^ of 0.90).

Examination of the genes induced by *C. albicans* in the microarray analysis reveals the footprint of an immune response toward a pathogenic fungus (Table 1). 

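Several putative antimicrobial and antifungal effector genes rose on live *C. albicans* relative to heat-killed *E. coli*. Of 25 tested, 6 rose (*abf-2*, *fipr-22/23*, *cnc-4*, *cnc-7*, *cht-1* and *thn-1*), 0 fell and 19 did not pass, with a median log2 change of 0.37 over the group and 3 arrays per group. The invertebrate lysozyme gene *ilys-3*, whose product can digest bacterial cell walls, rose from an intensity of 269 ± 45.6 (SD, n = 3) to 684 ± 82.3 (adjusted p = 0.0013). The chitinase-like gene *cht-3* had a log2 change of 0.04 (standard error 0.09, adjusted p = 0.86).
The same 6 genes rose when adjusted over the list alone. The list was fixed before the arrays were examined, but it holds genes that the study chose on these arrays, so its count is not independent evidence. By Fisher's exact test, the share that rose was larger than among the other genes tested (adjusted p = 1.5e-06). The group test with camera was upward at an adjusted p of 0.0038, and at an adjusted p = 0.3 with an estimated correlation. The group call was also lost among probe sets detected on all 9 arrays, where the median was 0.16, and without live *C. albicans* replicate 2, where it was 0.15.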

*C. albicans* infection results in the elaboration of at least seven putative antimicrobial peptides, which are postulated to have antifungal activity *in vivo*. One of these genes, *abf-2*, was previously shown to have *in vitro* activity against the pathogenic fungus *Candida krusei* [39]. 

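The defensin-like antimicrobial peptide gene *abf-2* was detected on all 3 live *C. albicans* arrays and had an intensity of 13 ± 10.1 (SD, n = 3 arrays) on heat-killed *E. coli*, where no array detected it. It was at least 4.22-fold higher on live *C. albicans* (adjusted p = 0.011). *nspe-7*, a nematode-specific peptide gene of Table 1, was detected on 2 of 3 live *C. albicans* arrays and on no heat-killed *E. coli* array, so that it was at least 1.62-fold higher. *nspe-5* of the same family was detected on 1 of 3 live *C. albicans* arrays. Both *nspe-7* and *nspe-5* were detected on fewer than 3 of the 9 arrays and were not tested. The call for *abf-2* was lost without the detection filter.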

Three genes in this group (*fipr-22/23* and two caenacin genes, *cnc-4* and *cnc-7*) are antifungal immune effectors induced by the nematode following exposure to *Drechmeria coniospora*, an environmental fungal pathogen, which causes a localized infection of the nematode cuticle [40], [41]. *fipr-22* and *fipr-23* have nearly identical DNA sequences and thus, it is not possible for a probe set to distinguish between these genes. 

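The caenacin genes *cnc-4* and *cnc-7* both rose on live *C. albicans* relative to heat-killed *E. coli*. The intensity of *cnc-4* was 351 ± 66.2 on live *C. albicans* and 89.4 ± 36.2 on heat-killed *E. coli* (SD, n = 3 arrays), a log2 change of 2.05 (standard error 0.29, adjusted p = 0.0029). That of *cnc-7* was 176 ± 20.7 and 60.6 ± 8.66, a log2 change of 1.54 (standard error 0.19, adjusted p = 0.0014). For *fipr-22/23*, the intensity was 71.9 ± 9.9 on live *C. albicans* and 18.2 ± 11.2 on heat-killed *E. coli*, where no array detected it. The *fipr-22/23* probe set was at least 2.83-fold higher (adjusted p = 0.037), a call that was lost in 9 alternative settings. Another probe set for *fipr-22/23* was detected on 1 of 3 live *C. albicans* arrays and on no heat-killed *E. coli* array, and was not tested. A further probe set for *cnc-7* had a log2 change of 0.83 and did not pass (adjusted p = 0.098).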

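The chitinase gene *cht-1* had an intensity of 423 ± 51.1 (SD, n = 3 arrays) in animals on live *C. albicans* and 124 ± 28.6 in animals on heat-killed *E. coli*. Its log2 change was 1.78 (standard error 0.17, adjusted p = 5.4e-04), and that of another *cht-1* probe set was 1.74 (adjusted p = 0.0019). The chitinase-like gene *T19H5.1* had an intensity of 39.9 ± 6.05 on live *C. albicans*, where 1 of 3 arrays detected it, and 5.68 ± 8.33 on heat-killed *E. coli*, where none did. *T19H5.1* was therefore at least 1.62-fold higher on live *C. albicans* and was not tested.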

Two chitinase genes (*cht-1* and *T19H5.1*) were also strongly induced by *C. albicans*. These enzymes are secreted by metazoans and are thought to defend against chitin-containing microorganisms such as *C. albicans* and other pathogenic fungi [42], [43]. In addition, *thn-1*, a gene that is postulated to have direct antimicrobial activity and is a homolog of the thaumatin family of plant antifungals [35], [44], was induced 2.5-fold during infection with *C. albicans*.

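*thn-1* rose from an intensity of 58.2 ± 17.7 (SD, n = 3 arrays) on heat-killed *E. coli* to 164 ± 44.9 on live *C. albicans*. The change was 2.83-fold, or 1.50 on the log2 scale (standard error 0.35, adjusted p = 0.034). A probe set that does not distinguish *thn-1* from *thn-2* had a log2 change of 0.30 (adjusted p = 0.4) and did not pass. The call for *thn-1* was lost in 8 alternative settings.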

**Table 1:** The *C. elegans* transcriptional response to *C. albicans* infection involves antimicrobial, detoxification and other pathogen-response genes.

Sequence name	Gene name	Sequence description	Fold Change	*P* value	Induced by heat-killed *C. albicans*	Presumptive function	Signal sequence [85]	Gut Expression
*F44E5.4,F44E5.5*		Hsp70 family of heat shock proteins	14.0	0.0001	-	Pathogen response [86]–[88]	-	Yes [82]
*F52F10.3*	*oac-31*	Predicted acyltransferase	10.1	3.2×10^−7^	Yes	Detoxification [32], [34], [35], [89]	Yes	Yes [82]
*M01H9.1*	*trx-3*	Thioredoxin, nucleoredoxin	9.6	3.4×10^−11^	Yes	Detoxification [32], [89]	-	Yes [81]
*ZK550.2*		Predicted transporter/transmembrane protein	8.4	0.00006	Yes		-	Yes [81]
*C37A5.2,C37A5.4*	*fipr-22, fipr-23*	Presumptive antimicrobial peptide	6.7	0.002	-	Antimicrobial [40]	Yes	Yes [82]
*C50F2.10*	*abf-2*	Antimicrobial peptide	5.9	4.2×10^−14^	Yes	Antimicrobial [39]	Yes	Yes [39]
*T07G12.5*		Xanthine/uracil/vitamin C transporter, Permease	5.4	0.00008	Yes	Detoxification [32], [89]	Yes	- [82]
*C54F6.14*	*ftn-1*	Ferritin heavy chain homolog	4.9	1.2×10^−18^	Yes	Stress response [90]	-	Yes [90]
*T19H5.1*		Chitinase	4.7	0.002	-	Antimicrobial [42], [43]	Yes	
*C01G6.7*	*acs-7*	Acyl-CoA synthetase	4.5	1.2×10^−17^	Yes	Pathogen response [32]	-	Yes [82]
*Y60C6A.1*			4.4	1.0×10^−7^	Yes	Pathogen response [32]	Yes	
*R09B5.9*	*cnc-4*	Caenacin antimicrobial peptide	4.1	1.9×10^−11^	Yes	Antimicrobial [41]	Yes	Yes [82]
*T09B9.2*		Permease	4.1	0.01	-	Detoxification [34]	Yes	
*Y46H3A.4*		Predicted lipase	4.0	9.6×10^−6^	Yes	Antimicrobial [34]	-	
*T21C9.8*		Transthyretin-like family	4.0	0.001	Yes	Pathogen response [32]	Yes	
*T06D8.1*		Domain of unknown function	3.9	5.6×10^−24^	Yes		Yes	
*Y38E10A.15*	*nspe-7*	Nematode specific peptide family	3.6	0.002	-		Yes	
*F58E10.7*			3.6	2.9×10^−15^	Yes		Yes	
*C25H3.10*		Cyclin-like F-box domain	3.6	4.6×10^−17^	-	Pathogen response [32]	-	
*F35E12.5*		CUB-like domain	3.5	4.9×10^−10^	Yes	Pathogen response [29], [32], [35]	Yes	Yes [29]
*C04F6.3*	*cht-1*	Chitinase	3.4	1.5×10^−12^	Yes	Antimicrobial [42], [43]	Yes	
*R05H10.1*			3.3	2.6×10^−6^	-		-	Yes [82]
*C04F5.7*	*ugt-63*	UDP-glucuronosyl and UDP-glucosyl transferase	3.2	0.005	-	Detoxification [32], [89]	Yes	
*T16G1.4*		Domain of unknown function	3.2	6.0×10^−6^	Yes		-	
*F58H1.7*		Low density lipoprotein-receptor	3.1	0.001	-		Yes	
*C33D9.1*	*exc-5*	Guanine nucleotide exchange factor for cdc-42	3.1	0.007	Yes		-	
*F13E9.11*			3.1	2.0×10^−6^	Yes	Pathogen response [32], [35]	-	
*F49E11.10*	*scl-2*	SCP/TAPS domain-containing secretory protein	3.1	1.8×10^−31^	Yes	Pathogen response [32], [35]	Yes	Yes [82]
*C04A11.3*	*gck-4*	Ste20-like serine/threonine protein kinase	3.0	0.0004	-	Pathogen response [91]	-	Yes [81]
*F18C5.10*			3.0	1.3×10^−15^	-		-	
*Y41D4B.16*		Domain of unknown function	3.0	0.0001	Yes	Pathogen response [29], [32]	Yes	
*Y80D3A.7*	*ptr-22*	Sterol sensing domain protein	3.0	0.00001	-		Yes	
*Y38E10A.16*	*nspe-5*		3.0	0.01	-		Yes	

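Among the strongly induced genes, *acs-7*, which encodes an acyl-CoA synthetase, rose from an intensity of 183 ± 50.1 on heat-killed *E. coli* to 745 ± 41.2 on live *C. albicans* (SD, n = 3 arrays). *scl-2*, a secreted protein gene of the SCP/TAPS family, rose to 1848 ± 327, by 1.90 on the log2 scale. *T06D8.1* had a log2 change of 1.71 (standard error 0.15, adjusted p = 3.1e-04) and *F58E10.7* one of 1.79 (standard error 0.19, adjusted p = 8.7e-04). The F-box gene *C25H3.10* rose by 1.82 on the log2 scale, *F13E9.11* by 1.94, *R05H10.1* by 1.73, *ZK550.2*, a predicted transporter gene, by 1.73, and *Y41D4B.16* by 1.44. *T16G1.4* rose from an intensity of 60.9 ± 26.4 to 189 ± 39.6 (SD, n = 3).
Of the 33 probe sets of Table 1, 24 were tested, 21 passed the study's thresholds and 19 rose. The study chose these genes on the same arrays, so the count is not independent evidence. Among those tested, the permease gene *T07G12.5* (log2 change 1.53, adjusted p = 0.088), the sterol-sensing domain gene *ptr-22* (2.21, adjusted p = 0.058), *T21C9.8* (at least 1.65-fold, adjusted p = 0.23), *F58H1.7* (1.19, adjusted p = 0.14) and *F18C5.10* (0.78, adjusted p = 0.0058, under 2-fold) did not meet both criteria. With the replicate as a block, the adjusted p was 0.0051 for *T07G12.5*, 0.044 for *ptr-22* and 0.0093 for *F58H1.7*, so that each was called. The genes *T09B9.2*, *Y46H3A.4*, *ugt-63*, *exc-5* and *gck-4* were detected on too few arrays to be tested. *Y46H3A.4* was at least 1.26-fold higher and *ugt-63* at least 1.37-fold higher on live *C. albicans*, and the probe sets for *exc-5* and *gck-4* were undetected in both groups. Another *exc-5* probe set had a log2 change of 0.49 (adjusted p = 0.33). The calls for *Y41D4B.16*, *ZK550.2*, *R05H10.1* and *T16G1.4* were lost in 10, 6, 3 and 3 alternative settings.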

Genes upregulated 3-fold or more by *C. albicans* compared to heat-killed *E. coli* are presented along with their associated *P* values. Genes that were also induced by heat-killed *C. albicans* versus heat-killed *E. coli* (*P*<0.01) are indicated. The cited references were used to determine the presumptive function of the genes and whether the gene is expressed in the gut. The presence of a signal sequence suggests that the gene product is secreted and was determined using SignalP 3.0 [85]. “-” means an answer of ‘No’ and a blank cell in the table indicates that information was not available. The Affymetrix probes for *F44E5.4/5* and *C37A5.2/4* could not distinguish between the individual genes owing to sequence similarity.

Using gene expression analyses, we characterized further the expression pattern of four putative antifungal immune effectors upregulated during *C. albicans* infection (*abf-2*, *fipr-22/23, cnc-4* and *cnc-7*). We exposed wild-type nematodes to the *C. albicans efg1Δ/efg1Δ cph1Δ/cph1Δ* double mutant, a strain that is attenuated for virulence in *C. elegans* (Figure 2) and mammals [8], and found that the induction of *abf-2*, *fipr-22/23*, *cnc-4* and *cnc-7* was reduced compared to its isogenic parent strain *C. albicans* SC5314 (*P*<0.01 for *fipr-22/23* and *cnc-7*, *P* = 0.06 for *abf-2*, *P*<0.025 for *cnc-4*)(Figure 4). These data suggest that the nematode modulates the expression levels of antifungal immune effectors in response to some aspect of *C. albicans* virulence, although this yeast may be recognized differently by the nematode innate immune system owing to pleotropic effects of the genetic lesions in this mutant strain. We also found that the induction levels of these four genes appear to be dynamic during infection. Twelve hours after exposure to *C. albicans*, the expression of *abf-2* increases significantly, *fipr-22/23* is unchanged and *cnc-4* and *cnc-7* is reduced (Figure S1).

**Figure 4:**
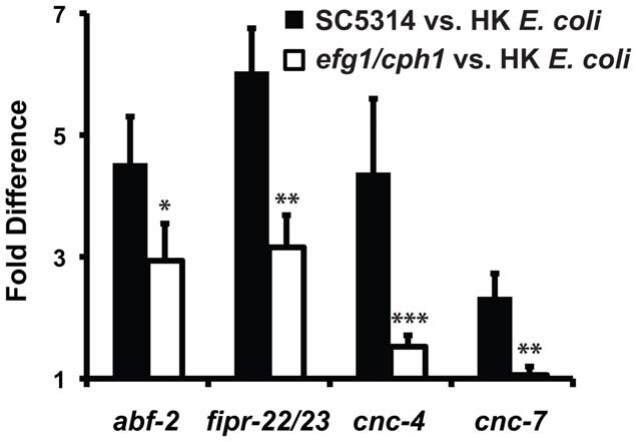
The virulence of the infecting *C. albicans* strain affects the induction of putative antifungal immune effectors. The induction of *abf-2*, *fipr-22/23*, *cnc-4* and *cnc-7* is reduced in wild-type *C. elegans* animals during infection with the virulence-attenuated *C. albicans efg1Δ/efg1Δ cph1Δ/cph1Δ* double mutant strain [vs. heat-killed (HK) *E. coli*] compared to its isogenic wild-type parent strain SC5314 (vs. heat-killed *E. coli*). Data are presented as the average of three biological replicates, each conducted in duplicate and normalized to a control gene with error bars representing SEM. *P = 0.06, **P<0.01 and ***P<0.025 for the comparison of gene induction on SC5314 versus *efg1Δ/efg1Δ cph1Δ/cph1Δ*.

Among the most highly upregulated *C. albicans* defense genes (Table 1), we also identified a preponderance of genes encoding secreted proteins, intestinally-expressed proteins and proteins that may function as detoxifying enzymes. Similar types of genes are induced following infection with pathogenic bacteria [32], [34]. As discussed in more detail below, we also found that some of the *C. albicans*-induced genes were involved in the nematode transcriptional response to bacterial pathogens (Table 1), suggesting that *C. albicans* and pathogenic bacteria induce a set of common immune response effectors. 

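Some genes linked to fat use and fasting fell on live *C. albicans* relative to heat-killed *E. coli*, without a shift of their groups in the camera test. Of 27 genes of fatty acid beta-oxidation and fasting, drawn from general knowledge, 0 rose and 3 fell: *ech-9*, an enoyl-CoA hydratase gene, by 1.53 on the log2 scale (standard error 0.18, n = 3 arrays per group), the acyl-CoA dehydrogenase gene *acdh-1* by 1.34 (standard error 0.29), and the carnitine palmitoyltransferase gene *cpt-5* from an intensity of 215 ± 13 to 101 ± 12. The lysosomal lipase gene *lipl-1* fell from an intensity of 1290 ± 38 on heat-killed *E. coli* to 381 ± 87.6 on live *C. albicans* (SD, n = 3). Another lipase gene, *lipl-2*, rose to 213 ± 20.1, by 1.04 on the log2 scale.
The same 3 beta-oxidation and fasting genes fell when adjusted over the list alone. Their group had a median log2 change of 0.07, a mean of −0.06 and a camera test that was upward at an adjusted p of 0.94, while the share that fell was larger than among other genes by Fisher's exact test (adjusted p = 0.019). Of 14 lipase genes, *lipl-2* rose, *lipl-1* and *fil-1* fell, and the same genes passed adjusted over the list alone (camera adjusted p = 0.16; Fisher adjusted p of the falls 0.035). *fil-1*, a lipase gene known to be induced by fasting, fell by 1.07 (adjusted p = 0.049). The full published set of fasting-affected genes was not used here. The calls for *fil-1*, *acdh-1*, *lipl-2* and *cpt-5* were lost in 12, 7, 3 and 1 alternative settings.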

Although it is possible that the effects of nematode starvation are also reflected in the transcription profiling data as a potential consequence of *C. albicans* being comparatively non-nutritious relative to heat-killed *E. coli*, this seems less likely since zero of the eighteen previously-identified, fasting-affected genes [45] were differentially expressed in the dataset. Taken together, these data suggest that the microarray analysis captured the early defense response mounted by *C. elegans* toward an ingested fungal pathogen.

### The Conserved PMK-1/p38 MAP Kinase Mediates Resistance to *C. albicans* Infection

Genetic, biochemical and molecular analyses have identified a requirement for the PMK-1 mitogen-activated protein (MAP) kinase, orthologous to the mammalian p38 MAPK, in *C. elegans* immunity [22], [29], [46]–[48]. PMK-1 is a central regulator of nematode defenses [32] that acts cell autonomously both in the intestine to control resistance toward the Gram-negative bacterial pathogens *P. aeruginosa* [47] and *Yersinia pestis* [29], and in the hypodermis to defend against the fungus *D. coniospora* [46]. We found that *C. elegans pmk-1(km25)* mutants were hypersusceptible to infection with *C. albicans* yeast (Figure 5A) and that PMK-1 was required for the basal and pathogen-induced expression of three antifungal immune effectors (*fipr-22/23*, *cnc-4* and *cnc-7*), but not *abf-2* (Figure 5B). The full spectrum of nematode sensitivity to *C. albicans* was not mediated by the genetic control of any of these four effectors because knockdown of each of these genes individually by RNA interference did not result in hypersusceptibility to fungal infection (data not shown). It is likely, however, that there is functional redundancy among immune effectors in *C. elegans*, as has been suggested previously [29], [32], [44], [49], [50]. That PMK-1 mediates resistance to *C. albicans* provides another line of evidence that yeast infection of the nematode stimulates host immune defenses. Moreover, the PMK-1-independent genetic regulation of the antifungal effector *abf-2* suggests that other pathways are also important in controlling the immune response toward *C. albicans*.

**Figure 5:**
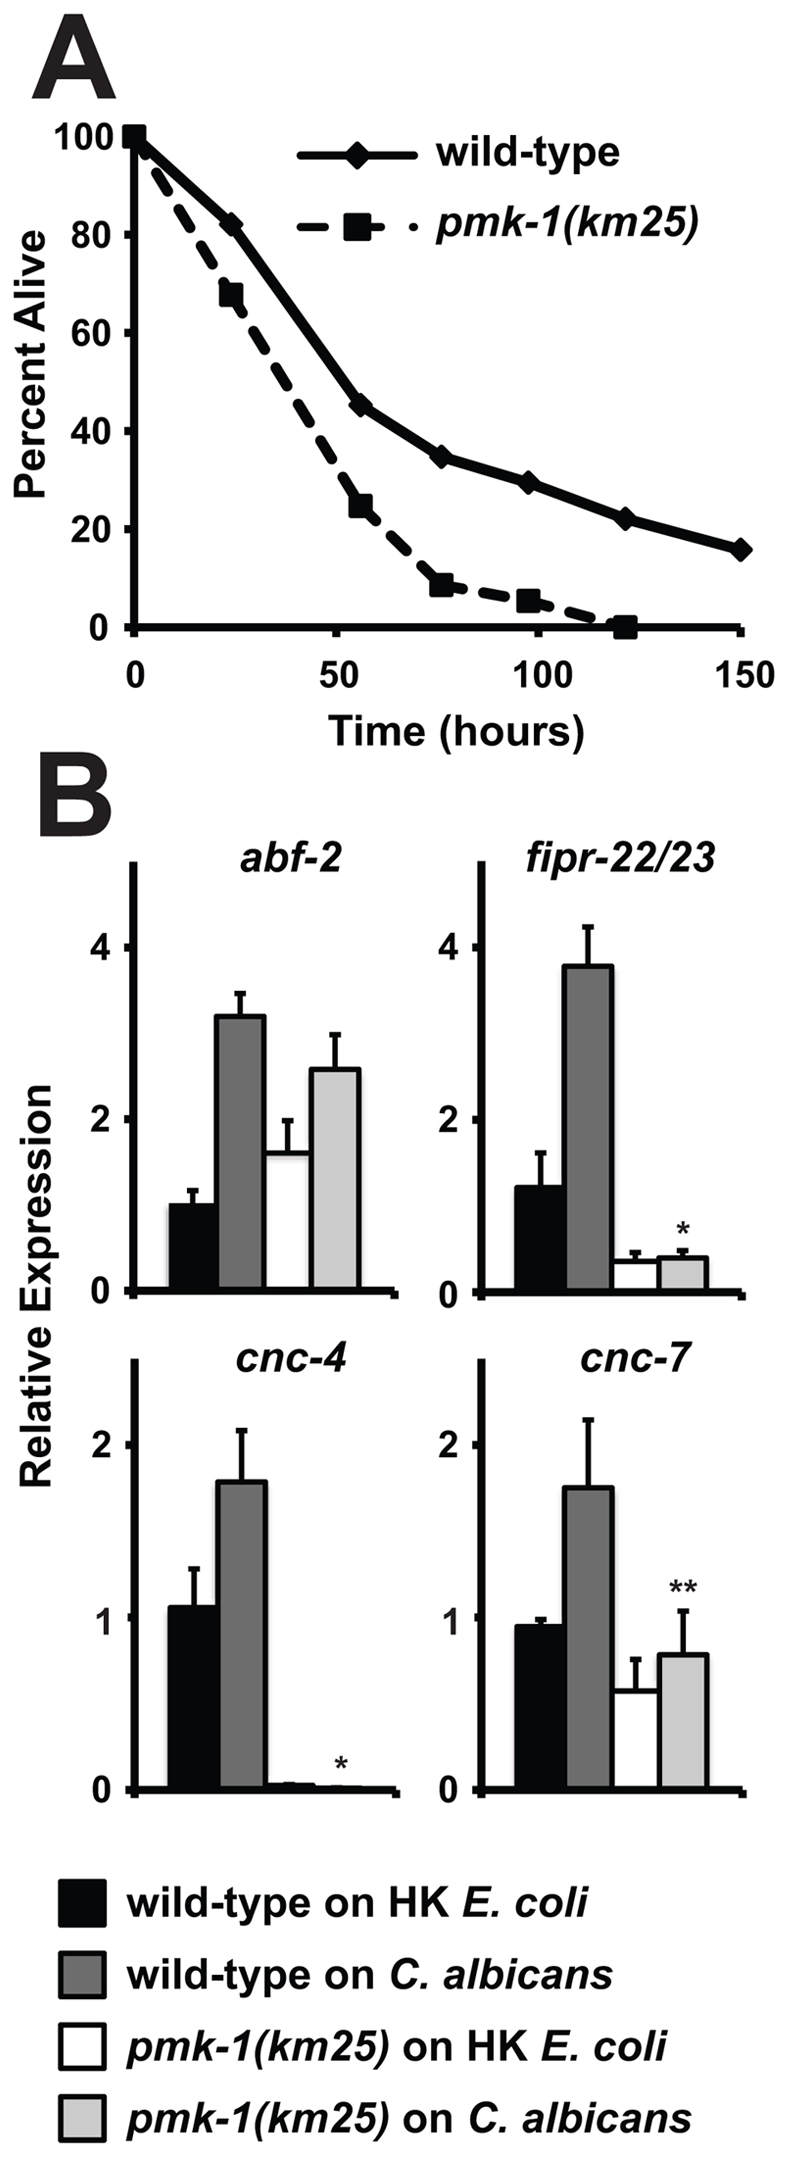
The p38 MAP Kinase PMK-1 is Required for the response to *C. albicans* infection. (A) A *C. albicans* infection assay with wild-type (N2) and *pmk-1(km25)* animals shows that *pmk-1(km25)* mutants were more susceptible to *C. albicans* infection (*P*<0.01). Each time point represents the average of three plates per strain, each with 30 to 40 animals per plate. Data are representative of two independent experiments. (B) N2 and *pmk-1(km25)* young adult animals were exposed to the indicated food source and the indicated genes were studied using qRT-PCR (HK equals heat-killed). Expression is relative to N2 on heat-killed *E. coli* and the data are presented as the average of three biological replicates each normalized to a control gene with error bars representing SEM. *P<0.001 and **P equals 0.05 for the comparison of relative expression of the indicated gene in wild-type animals on *C. albicans* versus *pmk-1(km25)* animals on *C. albicans*.

### The Host Response to *C. albicans* Involves Induction of Specific Defenses and Common Immune Genes

To examine the specificity of the antifungal transcriptional response, we compared *C. albicans*-affected genes with those differentially regulated following infection with the bacterial pathogens *P. aeruginosa* [32] and *Staphylococcus aureus* [34] (*P*<0.01, >2-fold change) (Figure 6). The transcriptional responses induced by fungi, Gram-negative bacteria and Gram-positive bacteria overlapped only to a small extent and the majority of the *C. albicans*-affected genes were not involved in the response to *P. aeruginosa* or *S. aureus* (Figure 6, Table S3A). The *C. albicans*-specific genes in this comparison included the putative antifungal peptides *abf-2*, *fipr-22/23*, *cnc-7*, *thn-1* and the chitinases (*cht-1* and *T19H5.1*). 

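Short lists of 13 *P. aeruginosa* response genes and PMK-1 targets, called the *P. aeruginosa* group here, and of 11 *S. aureus* response genes were tested on the same arrays. Both were drawn from general knowledge. In the *P. aeruginosa* group, *K08D8.5*, *clec-67*, *C17H12.8* and *irg-3* fell on live *C. albicans* relative to heat-killed *E. coli* and *F35E12.5* rose (7 fell and 1 rose adjusted over the list alone), with a median log2 change of −1.08, or −0.80 with undetected members at their bounds. The *S. aureus* group held falls of *clec-60*, *clec-70*, *lys-5* and *clec-71*, the last at least 2.5-fold (adjusted p = 0.0066, n = 3 arrays per group), and rises of *ilys-3* and *cyp-37B1* (4 falls and 2 rises adjusted over the list alone).
The camera test of the *P. aeruginosa* group was downward at an adjusted p of 0.0028, and at an adjusted p = 0.13 with an estimated correlation. The *S. aureus* group had a median of 0.12, a mean of −0.34 and a downward test at an adjusted p of 0.59. By Fisher's exact test, the share of falls was larger than among other genes in both groups, at an adjusted p of 1.4e-04 for *P. aeruginosa* and 9.5e-05 for *S. aureus*. Both lists were written after the paper's tables had been seen and share called members with them, so these tests are not independent evidence. The full published responses to these bacteria were not used here.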

We observed an overlap of 32 induced and 22 repressed genes between the transcriptional responses to *P. aeruginosa* and *C. albicans* (1.9 and 1.4 genes expected by chance alone, respectively; *P*<1.0×10^−16^ for both comparisons). Likewise, 22 upregulated and 25 downregulated genes were shared in the responses to *S. aureus* and *C. albicans* (2.8 and 2.2 genes expected by chance alone, respectively; *P*<1.0×10^−16^ for both comparisons). Interestingly, 12 genes were induced and 14 genes were repressed by all three pathogens. 

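Of the probe sets that Table S3A lists as induced by *C. albicans* and by bacteria, most rose on live *C. albicans* relative to heat-killed *E. coli*. Each probe set is counted once, although the table gives some a line for every gene they match, so most of these lists are shorter than the paper's. Among the 12 induced by all 3 pathogens, 11 were higher on live *C. albicans* and 10 rose, with a median log2 change of 1.33 (n = 3 arrays per group). Among the 39 shared with either bacterium, 37 were higher and 31 rose, with a median of 1.36, or 1.35 with undetected members at their bounds. Of the 13 probe sets repressed by all 3 pathogens, 13 were lower and 8 fell, with a median of −1.34. Of the 30 repressed with either bacterium, 30 were lower and 21 fell, with a median of −1.67, or −1.54 with undetected members at their bounds. The study chose these genes on the same arrays, so the counts are not independent evidence. The bacterial responses came from other studies, whose arrays were not used here.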

Despite the fact that the *C. albicans*-induced genes were determined using heat-killed *E. coli* as the control and the genes induced by *P. aeruginosa* and *S. aureus* were identified in separate studies that used live *E. coli* as the control, we detected an overlap of comparable significance between the transcriptional responses to these different organisms. 26% and 18% of *C. albicans*-induced genes were also upregulated by *P. aeruginosa* and *S. aureus*, respectively (Figure 6). Likewise, 17% of genes induced by *P. aeruginosa* four hours after infection were also upregulated by *S. aureus* and 11% of *S. aureus*-upregulated genes were induced by *M. nematophilum* [34]. Our data suggest that the nematode is able to specifically recognize *C. albicans* infection and mount a targeted response toward this fungus that involves antifungal defenses and a limited number of common core effectors.

**Figure 6:**
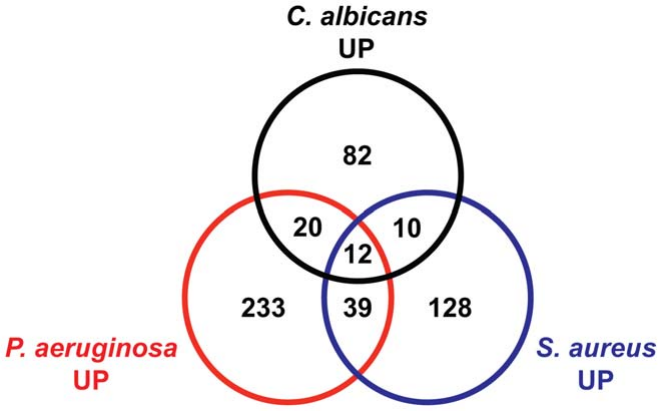
The transcriptional responses to *C. albicans* and bacteria comprise specific and overlapping gene sets. A Venn diagram illustrates the overlap of genes induced 2-fold or greater (*P*<0.01) by *C. albicans* (this study), *P. aeruginosa* [32] and *S. aureus* [34]. All microarrays were conducted using the Affymetrix platform. Animals were exposed to *C. albicans* and *P. aeruginosa* for 4 hours and to *S. aureus* for 8 hours. See Table S3A for gene identities.

### Both Heat-Killed and Live *C. albicans* Yeast Are Immunogenic to the Nematode

Components of the *C. albicans* cell wall, often referred to as PAMPs, are recognized by mammalian neutrophils, monocytes and macrophages [13], [15], [51]. In this study, we found that heat-killed *C. albicans* yeast accumulate within the *C. elegans* intestine (Figure 1B) and therefore postulated that the nematode transcriptional response to nonpathogenic, heat-killed fungi would reflect stimulation of host pathways by immunogenic components of the yeast cell wall. To explore the mechanisms of pathogen detection in the nematode, we fed animals heat-killed *C. albicans* as an additional condition in the transcriptome profiling experiment. 

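RNA from animals on heat-killed *C. albicans* was measured on 3 arrays, processed in the same fit as the other 6. The trimmed mean intensity of the deposited values on these arrays was 419.8, 400.4 and 438.4. The arrays for heat-killed *E. coli* served as the control of both yeast conditions, so that an error in them moves both comparisons the same way. Before normalization, the median log2 difference from heat-killed *E. coli* was 0.16 for heat-killed *C. albicans* and −0.10 for live *C. albicans*, and it was −0.26 between live and heat-killed *C. albicans*. After quantile normalization, these medians were 0.01, 0.01 and 0.00.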

Exposure to heat-killed *C. albicans* caused a transcriptional response in nematodes involving 287 genes (∼1.4% of the genome, *P*<0.01) (Table S1B). 

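Heat-killed *C. albicans* raised *oac-31*, a gene of the acyltransferase family, to an intensity of 137 ± 17.1 (SD, n = 3 arrays), at least 5.59-fold above heat-killed *E. coli*, where no array detected it (adjusted p = 0.0025). *trx-3* was at least 4.57-fold higher (adjusted p = 5.8e-04), *ceh-74*, a homeobox gene, at least 4.12-fold higher (adjusted p = 0.009) and *best-5*, a bestrophin channel gene, at least 4.68-fold higher (adjusted p = 0.0025). The flavin-containing monooxygenase gene *fmo-2* rose from 144 ± 7.62 to 953 ± 66. Among the falls, *ugt-16* was at least 8.43-fold lower, *cyp-35C1* fell by 3.32 and *pcp-2* by 3.33 on the log2 scale.
Other rises were those of the saposin-like gene *spp-31*, at least 2.37-fold, *ftn-1*, at least 1.47-fold, *gakh-1*, at least 1.76-fold, *Y60C6A.1*, at least 1.81-fold, and *T26H5.8*, at least 1.16-fold. Other falls were those of *F49F1.7*, at least 4.7-fold, *cyp-35A3*, at least 3.23-fold, *pho-13*, an acid phosphatase gene, at least 2.5-fold, and *F09C8.1*, *F49C12.7*, *cyp-35A2* and *dhs-23*, with log2 changes of −3.87, −2.71, −2.51 and −3.26. Of 18 glutathione S-transferase genes, 4 fell (*gst-28* by 2.12, *gst-5* by 2.04, *gst-36* by 1.61 and *gst-26* by 1.34 on the log2 scale), as did 4 adjusted over the list alone. Their camera test was downward at an adjusted p of 2.4e-06, and at an adjusted p = 0.29 with an estimated correlation. Among the UDP-glucuronosyltransferases, *ugt-16*, *ugt-22*, *ugt-62* and *ugt-46* fell and 0 genes rose (5 and 2 adjusted over the list alone), with a group test at an adjusted p of 7.4e-04, or adjusted p = 0.29 with an estimated correlation. *ugt-1* was at least 4.26-fold lower without passing (adjusted p = 0.05).
At the study's thresholds, 127 genes were higher and 137 were lower on heat-killed *C. albicans* than on heat-killed *E. coli*, and 107 rose and 100 fell at the adjusted p. Simulated groups without a difference passed these thresholds for 28.6 probe sets, against 284 here. On the values as deposited, without normalization, 291 genes were higher and 125 lower, so that the share of higher genes was 70.0% in place of 48.1%. Among probe sets detected on all 9 arrays, 81 genes were higher and 87 lower. The calls for *dhs-23*, *spp-31*, *pho-13*, *gakh-1*, *T26H5.8*, *ugt-16*, *F49F1.7*, *Y60C6A.1*, *cyp-35A3* and *ftn-1* were lost in between 1 and 9 alternative settings, among them the replicate block for *cyp-35A3* (adjusted p = 0.057), and that for *ugt-46* in 12.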

To determine whether these genes were also involved in defense against live *C. albicans* infection, we compared the genes differentially regulated by live and heat-killed *C. albicans* versus the baseline condition of heat-killed *E. coli*. Interestingly, there was significant overlap (69 genes, 56%) between genes induced by heat-killed *C. albicans* (vs. heat-killed *E. coli*) and live *C. albicans* (vs. heat-killed *E. coli*)(0.5 genes expected by chance alone, *P*<1.0×10^−16^)(Figure 7A, Table S3B). Likewise 106 of 189 genes (56%) repressed by *C. albicans* were also downregulated by heat-killed *C. albicans* (0.5 genes expected by chance alone, *P*<1.0×10^−16^)(Figure 7B, Table S3B). 

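The induced genes shared by the live and heat-killed yeast included *acs-7*, *scl-2* and *F53A9.7*. On heat-killed *C. albicans*, the intensity of *acs-7* was 907 ± 115 (SD, n = 3 arrays) and its log2 change from heat-killed *E. coli* was 2.34 (standard error 0.19). *scl-2* had an intensity of 1715 ± 91.6 and *F53A9.7* one of 491 ± 153. The lipid-binding protein gene *far-7* rose by 1.37 on the log2 scale on live and by 1.40 on heat-killed *C. albicans*, and *flp-10*, which encodes a neuropeptide, by 1.13 and 1.07. Of the genes higher at the study's thresholds, 68 were shared, which is 60.7% of those on live *C. albicans* and 53.5% of those on heat-killed *C. albicans*.
Independent comparisons would share 1.28 genes. Since both comparisons used the same heat-killed *E. coli* arrays, the overlap was also simulated with that control shared and no difference between groups, which gave a median of 2.0 and a highest value of 7 genes in 100 simulations. The simulated lists were shorter, with 29.4 and 28.6 probe sets past the thresholds on average, against 331 and 284 here. The simulated overlap is therefore not the value that a shared control would give for lists of this length. The log2 changes of the comparisons correlated across probe sets with an r of 0.75, against 0.50 in the simulations, and their covariance was 0.181 against 0.044, a difference of 0.137. On the values as deposited 125 genes were shared, and 44 among probe sets detected on all 9 arrays. The call for *flp-10* was lost in 1 alternative setting on each yeast.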

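Among the genes lower on both live and heat-killed *C. albicans* were *spp-4*, *lbp-7* and *ckb-2*. *spp-4*, a saposin-like gene, had an intensity of 1060 ± 51.5 (SD, n = 3 arrays) on heat-killed *E. coli*, 323 ± 35.8 on live and 432 ± 36.4 on heat-killed *C. albicans*. *lbp-7*, a fatty acid binding protein gene, fell by 1.28 on live and by 1.17 on heat-killed *C. albicans* on the log2 scale (standard error 0.11 for each). The choline kinase gene *ckb-2* fell by 1.46 and by 1.85. In all, 90 genes were lower in both comparisons at the study's thresholds, which is 48.4% of those on live *C. albicans* and 65.7% of those on heat-killed *C. albicans*. Independent comparisons would share 2.29 genes, and the simulations with the control shared gave a median of 2.0 and a highest value of 6, again from shorter lists. On the values as deposited, the heat-killed *C. albicans* call for *lbp-7* and for *spp-4* was lost.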

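On heat-killed *C. albicans*, *oac-31* and *trx-3*, which no heat-killed *E. coli* array detected, rose, and *F13E9.11* had a log2 change of 2.08 from heat-killed *E. coli* (standard error 0.25, n = 3 arrays per group), each within the rises on live *C. albicans* as well. *Y41D4B.16* had an intensity of 283 ± 85.3 and *T16G1.4* one of 248 ± 82.1 (SD, n = 3) on heat-killed *C. albicans*. Among the falls on live *C. albicans*, the detoxification genes *cyp-35A3*, *cyp-35C1*, *cyp-35A2* and *ugt-16* and the gene *pcp-2* also fell on heat-killed *C. albicans*. Of the 24 tested probe sets of Table 1, 15 rose on heat-killed *C. albicans*, and 16 passed the study's thresholds. The permease gene *T07G12.5* was among those that rose (log2 change 1.90, adjusted p = 0.041). Those that did not pass on heat-killed *C. albicans* were *F44E5.4/5*, *ZK550.2*, *abf-2*, *T21C9.8*, *C25H3.10*, *R05H10.1*, *F58H1.7*, *F18C5.10* and *ptr-22*. *C25H3.10* had a log2 change of 0.59 (adjusted p = 0.17) and *R05H10.1* one of 0.29 (adjusted p = 0.69). With the replicate as a block, *ZK550.2* (log2 change 1.22, adjusted p = 0.11) had an adjusted p of 0.034. The calls for *T07G12.5* and *Y41D4B.16* on heat-killed *C. albicans* were lost in 10 and 3 alternative settings.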

Interestingly, this overlap includes the majority of the most strongly regulated genes in both directions (Tables 1 and S1A).

**Figure 7:**
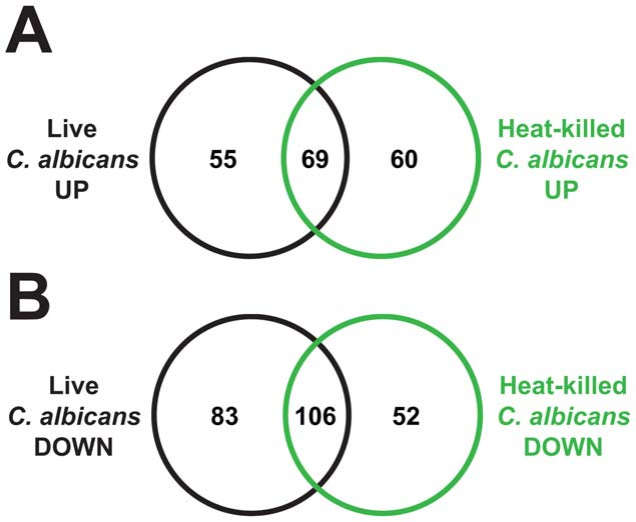
Heat-killed *C. albicans* yeast cells elicit a transcriptional response in *C. elegans* that overlaps with the response to live *C. albicans*. Venn diagrams give the overlap of *C. elegans* genes upregulated (A) and downregulated (B) at least 2-fold (*P*<0.01) in response to *C. albicans* and heat-killed *C. albicans*, each compared to heat-killed *E. coli*. See Table S3B for gene identities.

These data constitute the first genome-wide analysis of the *C. elegans* transcriptional response to a heat-killed pathogen and afford several interesting observations. Heat-killed *C. albicans* yeast cells induce an antifungal transcriptional response in *C. elegans* despite being non-pathogenic (Figure 1). Genes upregulated by heat-killed *C. albicans* include several putative antifungal peptides (*abf-2*, *cnc-4*, *cnc-7*, *cht-1* and *thn-1*) and an abundance of secreted or intestinal expressed genes (Table 1), a profile similar to that of live *C. albicans*. Furthermore, heat-killed *C. albicans* caused the induction of core immune response genes. 

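Heat-killed *C. albicans* induced *thn-1*, *cnc-4*, *cht-1* and *cnc-7*. The thaumatin-related gene *thn-1* had an intensity of 475 ± 227 (SD, n = 3 arrays) on heat-killed *C. albicans*, a log2 change of 2.96 from heat-killed *E. coli* (standard error 0.35, adjusted p = 0.0016). *cnc-4* had an intensity of 355 ± 14.7 (log2 change 2.08, adjusted p = 0.0032), *cht-1* one of 346 ± 51.3 (1.49, adjusted p = 0.0017) and *cnc-7* one of 129 ± 26.8 (1.08, adjusted p = 0.01). The probe set shared by *thn-1* and *thn-2* rose by 1.23. *abf-2* had an intensity of 43.6 ± 8.11 and was at least 1.77-fold higher than on heat-killed *E. coli*, with an adjusted p of 0.075, or 0.026 with the replicate as a block. *fipr-22/23* had an intensity of 38.7 ± 6.64 and did not pass (adjusted p = 0.18).
Of the 25 effector genes tested, 5 rose and 1, *fipr-2*, fell (7 and 1 adjusted over the list alone), with a median log2 change of 0.57, or 0.51 with undetected members at their bounds. *fipr-2* is named because it was the only fall, after its value was seen. The group test was upward at an adjusted p of 1.8e-04, and at an adjusted p = 0.29 with an estimated correlation. The call for *cnc-7* was lost without heat-killed *C. albicans* replicate 3 and without heat-killed *E. coli* replicate 3. *abf-2* was called in 4 alternative settings.

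**Figure D1:**
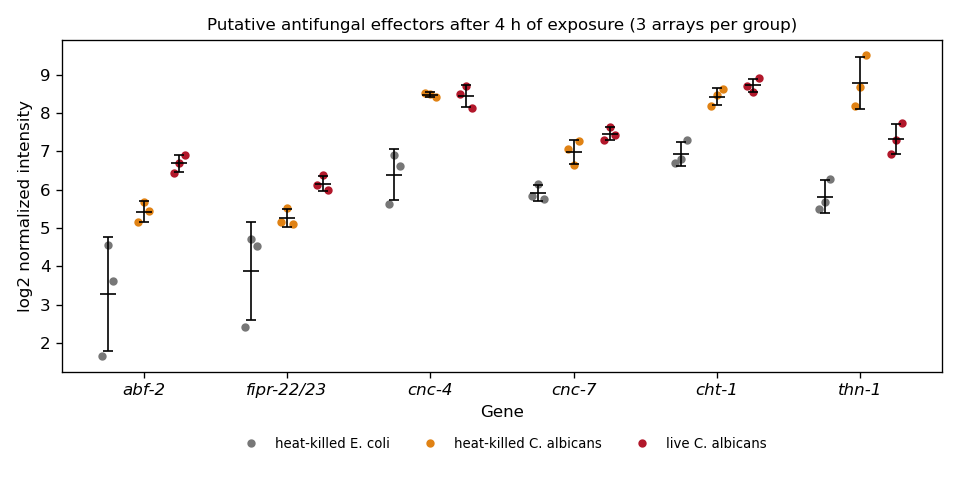
Expression of *abf-2*, *fipr-22/23*, *cnc-4*, *cnc-7*, *cht-1* and *thn-1* as log2 normalized intensity on the vertical axis, for heat-killed *E. coli* (gray), heat-killed *C. albicans* (orange) and live *C. albicans* (red). Points are arrays, n = 3 per condition, and bars show the mean ± SD. The means of *cnc-4* are 6.39, 8.47 and 8.44 in that order and those of *thn-1* are 5.82, 8.78 and 7.32.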

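Genes that Table S3A lists as induced by *C. albicans*, *P. aeruginosa* and *S. aureus* were also higher on heat-killed *C. albicans*. Of these 12 genes, 12 were higher than on heat-killed *E. coli* and 6 rose, with a median log2 change of 1.04 (n = 3 arrays per group). The invertebrate lysozyme gene *ilys-3* had an intensity of 1065 ± 205 (SD, n = 3) on heat-killed *C. albicans*, a log2 change of 1.98. *F35E12.5* had an intensity of 165 ± 35.3 and a log2 change of 1.53 (standard error 0.23, adjusted p = 0.0046). The study chose the list of 12 on these arrays, so its count is not independent evidence.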

The comparison in Figure 6 showed that 42 genes were upregulated by *C. albicans* and either *P. aeruginosa* or *S. aureus*. 

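On heat-killed *C. albicans*, *cyp-37B1*, a cytochrome P450 gene, had an intensity of 590 ± 54.7 (SD, n = 3 arrays) and *T06D8.1* one of 468 ± 50.2, with log2 changes from heat-killed *E. coli* of 2.25 and 1.69. *F58E10.7* rose by 1.50 on the log2 scale (standard error 0.19). Table S3A lists 39 probe sets as induced by live *C. albicans* and by a bacterium. Of these, 38 were tested and 38 were higher on heat-killed *C. albicans* than on heat-killed *E. coli*, with a median log2 change of 1.49, or 1.44 with undetected members at their bounds, and 27 rose. The list was chosen by the study on these arrays. Against heat-killed *C. albicans*, live *C. albicans* gave higher values for 14 of the 39 and a rise for 0 (median log2 change −0.08).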

Thirty-three genes (79%) in this set, including 7 out of 12 genes induced by all three pathogens, were also upregulated by heat-killed *C. albicans* (Table S3A). Together, these findings suggest that heat-killed *C. albicans* yeast induce host defenses and imply that a large part of the *C. elegans* transcriptional response may be mediated by detection of fungal PAMPs through Pattern Recognition Receptors, an evolutionarily-ancient system of pathogen sensing and signaling [52], [53].

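Some genes of the *S. aureus* response rose on heat-killed *C. albicans*, and saposin-like genes were called in both directions. Of 11 *S. aureus* response genes drawn from general knowledge, 4 rose on heat-killed *C. albicans* relative to heat-killed *E. coli* and 0 fell (4 and 0 adjusted over the list alone). They were *fmo-2*, with a log2 change of 2.73 (standard error 0.12, n = 3 arrays per group), *cyp-37B1*, *ilys-3* and *F53A9.8*, with a log2 change of 1.11 (standard error 0.23). Of 14 saposin-like genes, *spp-31* rose and *spp-12*, *spp-23* and *spp-4* fell, by 1.82, 1.54 and 1.30 on the log2 scale (1 and 3 adjusted over the list alone). The DAF-16-linked gene *dod-3* rose from an intensity of 116 ± 31.2 to 723 ± 173 (SD, n = 3), and *mtl-1*, a metallothionein gene, from 416 ± 38.1 to 1416 ± 96.4.
By Fisher's exact test, the share of *S. aureus* response genes that rose was larger than among other genes (adjusted p = 4.9e-05). This list shares genes such as *fmo-2* with the paper's tables, seen before it was written, so the test is not independent evidence. The camera test of the *S. aureus* response genes gave an adjusted p of 0.2, with a median of −0.11 and a mean of 0.52. That of the saposin-like genes gave 0.14 downward, with a median of −0.05. The call for *F53A9.8* was lost in 6 alternative settings. From the genes shared by live and heat-killed yeast and the induction of core immune genes, the paper proposes that a large part of the response may be mediated by detection of fungal PAMPs through Pattern Recognition Receptors.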

Equally interesting, it seems that *C. elegans* also possesses mechanisms to respond directly to the virulence effects of *C. albicans*. 

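A direct comparison of live with heat-killed *C. albicans* gave falls for *clec-70*, *fmo-2* and *M28.8* and a rise for *amt-4*. *clec-70* is a C-type lectin gene, and *amt-4* encodes an ammonium transporter. The intensity of *amt-4* was 284 ± 26.3 (SD, n = 3 arrays) on live and 102 ± 6.67 on heat-killed *C. albicans*, a log2 change of 1.47 (standard error 0.16, adjusted p = 0.0088). Of the 13768 probe sets tested, 16 were called in this comparison, against 280 for live *C. albicans* and 225 for heat-killed *C. albicans*, each relative to heat-killed *E. coli*. The call for *amt-4* was lost on the values as deposited and without heat-killed *C. albicans* replicate 2.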

We identified a smaller group of differentially regulated genes when we compared the transcriptome profiles from nematodes exposed to live *C. albicans* with those exposed to heat-killed *C. albicans*. The transcription of 62 genes (22 upregulated and 40 downregulated) changed in this analysis (*P*<0.01) (Table S1C) presumably in response to the pathogenicity of the fungus. 

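The genes that fell on live relative to heat-killed *C. albicans* were of more than one kind. Some were near the level of heat-killed *E. coli* on live yeast and high on heat-killed yeast. *fmo-2*, which stayed above that level on live yeast (log2 change 0.53, adjusted p = 0.032), had a log2 change of −2.20 between the live and the heat-killed yeast (standard error 0.12, adjusted p = 1.9e-04), and its intensity was 210 ± 34.9 (SD, n = 3 arrays) on live *C. albicans*. The MAP kinase gene *mpk-2* had intensities of 47.4 ± 13.4 on live *C. albicans*, 171 ± 6.59 on heat-killed *C. albicans* and 47.1 ± 5.1 on heat-killed *E. coli* (log2 change between the yeasts −1.90, adjusted p = 0.012). *M28.8* had 45 ± 2.67, 141 ± 10.6 and 44.8 ± 2.08 in the same order, and *Y40B10A.6* had 51 ± 6.34, 278 ± 49.3 and 59.2 ± 27.3.
*bigr-1* and *cyp-34A3* fell on live *C. albicans* against heat-killed *E. coli* as well. *bigr-1* fell by 1.25 on the log2 scale relative to heat-killed *C. albicans* (standard error 0.17) and had an intensity of 161 ± 9.3 on heat-killed *E. coli*. *cyp-34A3*, a cytochrome P450 gene, was undetected on live *C. albicans* and at least 1.65-fold lower than on heat-killed *C. albicans*. Relative to heat-killed *C. albicans*, *mtl-1* fell by 1.23 and *ugt-44* by 1.09 on the log2 scale, while relative to heat-killed *E. coli* their log2 changes were 0.54 (adjusted p = 0.068) and −0.84 (adjusted p = 0.0087, under 2-fold). At the study's thresholds, 13 genes were higher and 49 were lower on live than on heat-killed *C. albicans*. At the adjusted p, 1 rose and 15 fell, or 35 genes in all with the replicate as a block. With the block, *C25H3.10* (log2 change 1.23, adjusted p = 0.0088), *R05H10.1* (1.44, adjusted p = 0.024), *dod-3* (−1.16, adjusted p = 0.018), *nssp-44* (at least 1.05-fold lower, adjusted p = 0.024), *pmp-5* (adjusted p = 0.01) and *thn-1* (−1.46, adjusted p = 0.0039) were called as well.
Simulated groups without a difference passed the study's thresholds for 29.2 probe sets, against 62 here. The simulations left out the pairing of arrays by replicate, so 29.2 is not a firm chance value. Of the other splits of the same arrays, the highest gave 75 probe sets, and those that part all 3 replicate pairs gave at most 15. On the values as deposited, 17 genes were higher and 166 lower, so that the share of higher genes was 9.3% in place of 21.0%. The lower count was 94 without live *C. albicans* replicate 2, 98 without the detection filter and 25 among probe sets detected on all 9 arrays. The number called was 8 without live *C. albicans* replicate 1, and 7, 6 and 9 without heat-killed *C. albicans* replicates 1, 2 and 3. The calls for *cyp-34A3*, *bigr-1*, *Y40B10A.6*, *mtl-1*, *ugt-44* and *mpk-2* were lost in 13, 9, 7, 7, 7 and 3 alternative settings.

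**Figure D2:**
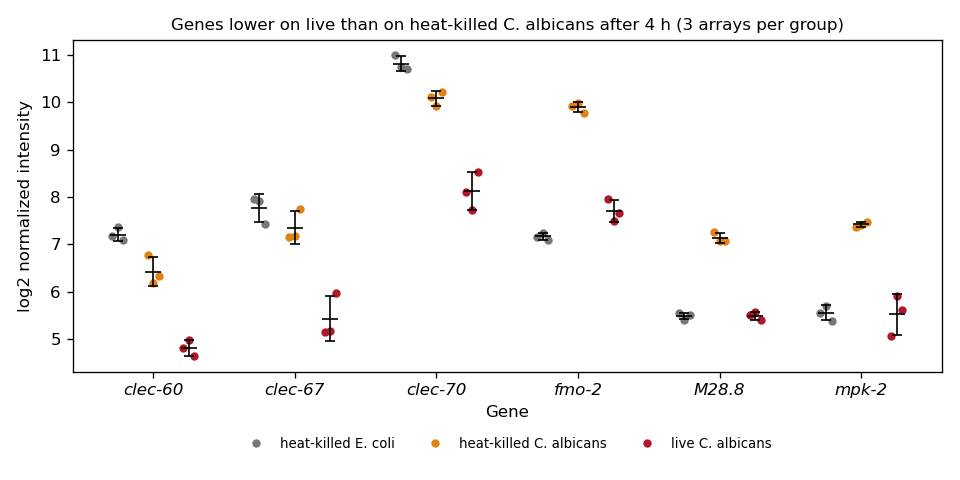
Expression of *clec-60*, *clec-67*, *clec-70*, *fmo-2*, *M28.8* and *mpk-2* as log2 normalized intensity on the vertical axis, for heat-killed *E. coli* (gray), heat-killed *C. albicans* (orange) and live *C. albicans* (red). Points are arrays, n = 3 per condition, and bars show the mean ± SD. The means of *fmo-2* are 7.17, 9.89 and 7.70 in that order and those of *clec-70* are 10.81, 10.09 and 8.12.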

10 of the 22 genes (45%) upregulated by live *C. albicans* versus heat-killed *C. albicans* and 11 of the 40 downregulated genes (28%) were also differentially regulated by live *C. albicans* versus the baseline condition of heat-killed *E. coli* (0.12 and 0.36 genes respectively expected by chance alone, *P*<1.0×10^−16^ for both comparisons). These data are consistent with our observation that the induction of four putative antifungal effectors was reduced in the virulence-attenuated *C. albicans efg1Δ/efg1Δ cph1Δ/cph1Δ* double mutant strain compared to its isogenic, wild-type parent strain (Figure 4). 

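Of the 13 genes higher on live than on heat-killed *C. albicans* at the study's thresholds, 6 were also higher on live *C. albicans* than on heat-killed *E. coli*, among them *amt-4*, *C25H3.10* and *R05H10.1*. *amt-4* had a log2 change of 1.04 from heat-killed *E. coli* (standard error 0.16, adjusted p = 0.0042, n = 3 arrays per group). Of the 49 lower genes, 20 were also lower on live *C. albicans* than on heat-killed *E. coli*, among them *clec-60*, *clec-67*, *clec-70* and *bigr-1*, the last with a log2 change of −1.57 (standard error 0.17, adjusted p = 8.6e-04). These shares are 46.2% and 40.8%. Independent comparisons would share 0.13 and 0.82 genes, and simulations that shared the live *C. albicans* arrays gave a median of 2.0 and a highest value of 7 in both directions. The simulated lists were not matched in length to those here. The call for *amt-4* against heat-killed *E. coli* was lost in 4 alternative settings.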

Taken together, these data indicate that host recognition of *C. albicans* infection in the nematode involves at least two mechanisms: recognition of PAMPs and detection of factors associated with fungal virulence.

### Immune Specificity towards *C. albicans* Involves the Targeted Downregulation of Antibacterial Effectors

Closer examination of the genes downregulated by *C. albicans* revealed an unexpected finding regarding antifungal immune specificity. 

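C-type lectins and galectins, which bind carbohydrates, were among the genes that fell on live *C. albicans* relative to heat-killed *E. coli*. Of 83 C-type lectin genes tested, 11 fell and 1 rose. *clec-72* was at least 4.41-fold lower (adjusted p = 5.5e-04, n = 3 arrays per group), and *clec-53* and *clec-56* each fell by 1.44 on the log2 scale (standard error 0.25). The rise was that of *clec-232*, named after its value was seen, with a log2 change of 1.41. Of 11 galectin genes, *lec-10* fell from an intensity of 1358 ± 400 to 488 ± 45.2 (SD, n = 3) and *lec-9* from 1443 ± 218 to 711 ± 29.7.
Adjusted over the list alone, 11 lectin genes fell and 1 rose, and 2 galectin genes fell. The share of lectin genes that fell was larger than among other genes by Fisher's exact test (adjusted p = 2.2e-07), which takes related genes as independent. The camera test of the lectins was downward at an adjusted p of 0.0023, and at an adjusted p = 0.22 with an estimated correlation. That of the galectins was downward at 0.0036, and at an adjusted p = 0.38 with an estimated correlation. The lectin group call was also lost without the detection filter and without heat-killed *E. coli* replicate 1, and the call for *lec-9* in 4 alternative settings.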

We noticed that the most over-represented classes among the *C. albicans* downregulated genes (based on GO annotation) were involved in sugar or carbohydrate binding. Because these gene classes are upregulated in response to *P. aeruginosa* and *S. aureus* [32], [34], we postulated that some antibacterial defense effectors are specifically downregulated during infection with *C. albicans*. We therefore compared the 189 genes that are downregulated by *C. albicans* with the genes induced during infection with *P. aeruginosa* and *S. aureus*, and found a striking overlap (Figure 8A, Table S3C). 

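Several genes with CUB-like or ShK domains, which belong to the response to bacterial infection, fell on live *C. albicans* relative to heat-killed *E. coli*. Of 18 tested, 8 fell and 1, *F35E12.5*, rose (12 and 1 adjusted over the list alone), with a median log2 change of −1.24 over 3 arrays per group, or −1.08 with undetected members at their bounds. *F49F1.7*, *T05E12.6* and *irg-3*, whose intensity on heat-killed *E. coli* was 143 ± 27.2 (SD, n = 3), were among the falls. The ShK-like gene *phat-7* fell from 343 ± 152 to 127 ± 17.8 (adjusted p = 0.021). The camera test was downward at an adjusted p of 2.6e-06, and at an adjusted p = 0.11 with an estimated correlation. The share of falls was larger than among other genes by Fisher's exact test (adjusted p = 1.2e-09). The list was written after the paper's tables had been seen and holds genes of those tables, so its tests are not independent evidence. The call for *phat-7* was lost in 4 alternative settings.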

Twenty-seven of the 189 downregulated *C. albicans* genes (14%) were induced by *P. aeruginosa*, which is 25-fold more than expected by chance alone (*P*<1.0×10^−16^). Likewise, 22 *S. aureus* response genes (12%) were downregulated by *C. albicans* (12-fold more than expected by chance alone, *P*<1.0×10^−16^). Thus, it seems that the nematode immune response to *C. albicans* involves the downregulation of a group of antibacterial defense genes.

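Lysozymes and saposin-like genes, whose products act on bacteria, gave falls on live *C. albicans* relative to heat-killed *E. coli*. Of 13 lysozyme genes tested, 3 fell and 1, *ilys-3*, rose (3 and 1 adjusted over the list alone), with a median log2 change of −0.79. *lys-7* fell from an intensity of 1807 ± 657 to 638 ± 111 (SD, n = 3 arrays), *lys-5* by 1.25 on the log2 scale (standard error 0.16), and a probe set that does not distinguish *lys-5* from *lys-6* fell by 1.38 on the log2 scale (standard error 0.09, adjusted p = 9.2e-05). Of 14 saposin-like genes, *spp-12* fell by 2.09 (standard error 0.29) and *spp-4* by 1.72 (standard error 0.10), and 0 rose (2 and 1 adjusted over the list alone). The camera test of the lysozymes was downward at an adjusted p of 1.2e-05, and at an adjusted p = 0.11 with an estimated correlation. That of the saposin-like genes gave 0.06. The call for *lys-7* was lost without the detection filter and without live *C. albicans* replicate 1.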

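The antibacterial genes of Table S3C were lower on live *C. albicans* than on heat-killed *E. coli* as a group. Of 44 probe sets, 41 were tested, 44 were lower and 38 fell, with a median log2 change of −1.65 (n = 3 arrays per group), or −1.45 with undetected members at their bounds. They include the C-type lectin gene *clec-70*, whose intensity was 286 ± 79.4 on live *C. albicans* and 1809 ± 204 on heat-killed *E. coli* (SD, n = 3). A probe set that does not distinguish *clec-67* from *clec-69* had 422 ± 29.6 on heat-killed *E. coli* and fell by 2.70 on the log2 scale. The study chose the list on these arrays, so the count is not independent evidence. At the study's thresholds, 39 passed. From the overlap of the genes repressed by *C. albicans* with those induced by *P. aeruginosa* and *S. aureus*, the paper proposes that the response to the yeast involves the downregulation of a group of antibacterial defense genes.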

**Figure 8:**
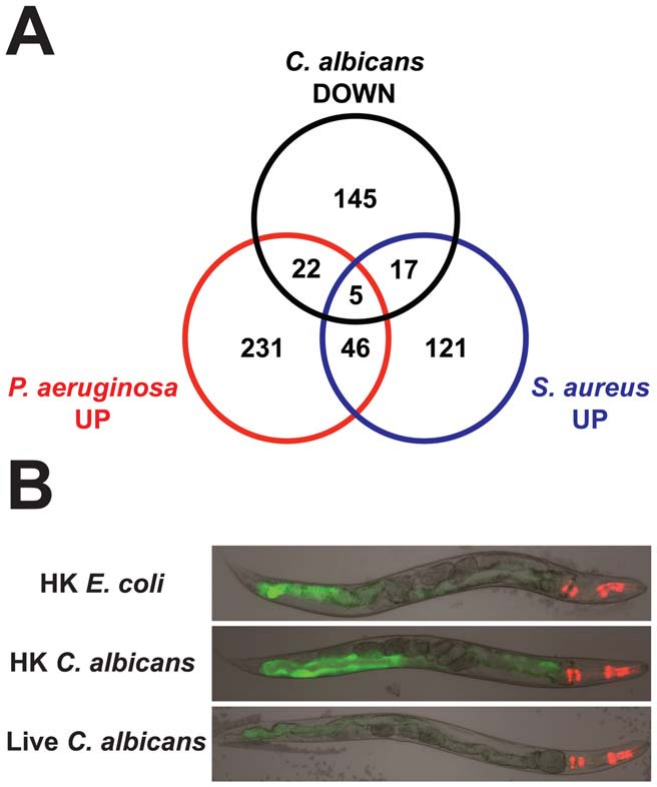
The *C. elegans* response to *C. albicans* involves the downregulation of antibacterial effectors. (A) A Venn diagram illustrates that a subset of *C. albicans* downregulated genes were upregulated after infection of *C. elegans* by pathogenic bacteria. See Table S3C for gene identities. (B) Transgenic *C. elegans* animals in which GFP expression was driven by the promoter for the C-type lectin *clec-60*, a secreted *S. aureus* immune effector that was downregulated by *C. albicans* in the microarray analysis, are shown. Worms were exposed to heat-killed (HK) *E. coli*, heat-killed *C. albicans* or live *C. albicans* for 20 hours at 25°C and then imaged. Green is *clec-60::GFP*. Red is the *myo-2::mCherry* co-injection marker used to identify transgenic animals.

We took two steps to confirm this observation. First, we used qRT-PCR to test the expression of seven genes differentially regulated by *C. albicans* and previously shown to be part of the *P. aeruginosa* transcriptional response (*irg-3*, *clec-67*, *K08D8.5*, *C17H12.8*, *F49F1.6*, *F35E12.5* and *F01D5.5*) [32]. All seven of these genes were strongly downregulated four hours after *C. albicans* infection (Table S2). 

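On the arrays, *clec-67*, *irg-3*, *K08D8.5* and *C17H12.8* fell on live *C. albicans* relative to heat-killed *E. coli*, and *F35E12.5* rose. *clec-67* fell by 2.33 on the log2 scale (standard error 0.27, adjusted p = 0.0011, n = 3 arrays per group) and *irg-3*, an infection response gene, by 1.34 (standard error 0.20, adjusted p = 0.0043). *K08D8.5* and *C17H12.8* each fell by 1.08, with adjusted p = 0.022 and 0.029, and further probe sets for these genes fell by at least 3.11-fold and by 1.49 on the log2 scale. *F35E12.5* had an intensity of 216 ± 4.01 (SD, n = 3) on live *C. albicans* and 57.9 ± 18.1 on heat-killed *E. coli*, a log2 change of 1.94 (standard error 0.23, adjusted p = 0.0012). *F49F1.6* and *F01D5.5* were undetected on every live *C. albicans* array, at least 1.56-fold and at least 1.5-fold lower than on heat-killed *E. coli*, and were detected on too few arrays to be tested. The calls for *C17H12.8* and *K08D8.5* were lost in 8 and 6 alternative settings.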

We also assayed the expression of *clec-67*, *K08D8.5*, *C17H12.8* and *F49F1.6* 12 hours after infection and found that these genes continue to be transcriptionally repressed at this later time point (Figure S1). Two of these genes, *C17H12.8* and *F49F1.6*, were more strongly repressed at 12 hours compared to 4 hours after infection (*P*<0.01 and *P* = 0.07, respectively). As a second approach, we studied transgenic *C. elegans* animals in which the promoter for the *S. aureus* immune response gene *clec-60* was fused to GFP, allowing a visual readout of gene transcription. *clec-60* is a C-type lectin, a gene class important for nematode defense against bacterial pathogens [29], [32], [34], a member of which was shown to have direct antimicrobial activity in a mammalian system [54]. 

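The C-type lectin gene *clec-60* had an intensity of 28.1 ± 3.32 (SD, n = 3 arrays) in animals on live *C. albicans* and 148 ± 14.4 in animals on heat-killed *E. coli*. It fell by 2.40 on the log2 scale (standard error 0.19, adjusted p = 2.3e-04). The arrays detected it in 1 of 3 replicates on live *C. albicans* and in 3 of 3 on heat-killed *E. coli*. These values are for animals after 4 hours.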

Consistent with the microarray analysis (Table S1A), we found that exposure to live *C. albicans* dramatically reduced GFP expression in *clec-60::GFP* transgenic animals compared to the basal expression of this gene on heat-killed *E. coli* (Figure 8B).

One interpretation of these data is that the downregulation of antibacterial effectors observed in the microarray analysis reflects the absence of bacteria in *C. albicans*-exposed animals rather than specific transcriptional repression of these genes during infection with pathogenic fungi. We therefore examined the genes that were downregulated in the comparison of live *C. albicans* versus heat-killed *C. albicans*, an experiment where bacterial antigens were not present in either condition. 

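Table S1C lists 19 probe sets that fall on live relative to heat-killed *C. albicans* and that bacteria induce. Here 18 of them were tested, 19 were lower on live *C. albicans* and 9 fell, with a median log2 change of −1.78 (n = 3 arrays per group), or −1.73 with undetected members at their bounds. Those that fell were *clec-60*, *clec-67*, *clec-70*, *fmo-2*, *mpk-2*, *M28.8*, *Y40B10A.6*, *ugt-44* and a probe set that does not distinguish *clec-67* from *clec-69*. The last had a log2 change of −1.88 (standard error 0.16, adjusted p = 0.0037) and *clec-70* one of −1.96 (standard error 0.18, adjusted p = 0.0037). *dod-22*, a CUB-like gene, had a log2 change of −2.29 (adjusted p = 0.051) and *Y41D4B.17* one of −1.79 (adjusted p = 0.052), and neither passed. The study chose the list on these arrays, so its count is not independent evidence.
Lists drawn from general knowledge share members with Table S1C, among them *clec-60*, *clec-67*, *clec-70* and *fmo-2*, so their falls are not independent evidence either. Of 11 *S. aureus* response genes, *clec-60*, *clec-70* and *fmo-2* fell (4 genes adjusted over the list alone) and the camera test was downward at an adjusted p of 5.6e-11, or adjusted p = 0.02 with an estimated correlation. Of 13 lysozyme genes, 0 passed in limma and 0 adjusted over the list alone, though 8 had an unadjusted p under 0.05, while the camera test was downward at an adjusted p of 1.8e-10, or adjusted p = 0.02 with an estimated correlation, with a median of −0.39. Of 13 *P. aeruginosa* response genes and PMK-1 targets, *clec-67* and *clec-85* fell (4 adjusted over the list alone), with a camera test at an adjusted p of 4.8e-06, or adjusted p = 0.051 with an estimated correlation. The call for *clec-85* was lost in 5 alternative settings and that for *clec-67* in 9.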

Of the 40 genes that were transcriptionally repressed in this comparison, 19 genes were also upregulated by *S. aureus* [34] or *P. aeruginosa* [32] (Table S1C)(0.08 genes expected by chance alone, *P*<1.0×10^−6^ for this comparison). For reasons that are not clear, only 6 of these 19 genes were also downregulated in the comparison of live *C. albicans* versus heat-killed *E. coli* (Table S3C); however, this overlap is significantly more than the 0.08 gene overlap expected by chance alone (*P* = 0.013). Therefore, we conclude that the nematode downregulates a group of antibacterial defense genes in response to some aspect of *C. albicans* virulence. It is also interesting that of the 44 antibacterial response genes shown in Figure 8 that were downregulated by *C. albicans*, 26 (59%) were also repressed by heat-killed *C. albicans* (Table S3C). 

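Of the 19 genes, 13 were lower on live *C. albicans* than on heat-killed *E. coli*, 6 passed the study's thresholds and 5 fell. These 5 were the lectin probe sets *clec-60*, *clec-67*, *clec-70* and *clec-67/clec-69* and a probe set for *C17H12.8*. On heat-killed *C. albicans*, 7 of the 19 rose relative to heat-killed *E. coli* and 0 fell, with a median log2 change of 0.99 (n = 3 arrays per group). The study chose the 19 as lower on live yeast than on these same heat-killed *C. albicans* arrays, which favors higher values there. The 7 were *fmo-2*, *mpk-2*, *M28.8*, *Y40B10A.6*, *best-5*, *Y41D4B.17* and *C34H4.2*. *C34H4.2* had a log2 change of 1.01 on heat-killed *C. albicans*, and *best-5*, which no heat-killed *E. coli* array detected, has only a bound. On live *C. albicans*, *M28.8*, *mpk-2* and *Y40B10A.6* had log2 changes from heat-killed *E. coli* of 0.01 (standard error 0.15), −0.03 (0.22) and −0.12 (0.30), so that they were at the level of heat-killed *E. coli*.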

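Some C-type lectin genes fell on live relative to heat-killed *C. albicans*, while most did not pass. Of 83 lectin genes tested, *clec-60*, *clec-67*, *clec-70*, *clec-85* and the probe set shared by *clec-67* and *clec-69* fell and 0 rose (8 and 0 adjusted over the list alone). *clec-85* fell from an intensity of 469 ± 36.6 to 234 ± 10.7 (SD, n = 3 arrays; adjusted p = 0.0037). *lys-5* had intensities of 180 ± 13.9 and 91.1 ± 16.3 (adjusted p = 0.051), and the probe set that does not distinguish *lys-5* from *lys-6* had a log2 change of −0.75 (adjusted p = 0.014, under 2-fold). The share of lectins that fell was larger than among other genes by Fisher's exact test (adjusted p = 2.5e-06). Fisher's test takes genes as independent, while *clec-67* enters it both alone and together with *clec-69*. Their camera test was downward at an adjusted p of 0.0054, and at an adjusted p = 0.29 with an estimated correlation. Of the 18 CUB-like and ShK genes, 0 fell in limma (4 at an unadjusted p under 0.05 and 1 adjusted over the list alone), with a downward camera test at an adjusted p of 0.0048, or adjusted p = 0.2 with an estimated correlation. Since neither condition held bacteria and the genes lower on live yeast included genes induced by bacterial pathogens, the paper concludes that the nematode downregulates antibacterial defense genes in response to some aspect of virulence. The call for *clec-85* was lost on the values as deposited and without live *C. albicans* replicates 1 and 2, heat-killed *C. albicans* replicate 1 and heat-killed *E. coli* replicate 3.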

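Of the 44 antibacterial probe sets of Table S3C, 44 were lower on heat-killed *C. albicans* than on heat-killed *E. coli*, 22 passed the study's thresholds and 21 fell, with a median log2 change of −1.08 (n = 3 arrays per group), or −1.02 with undetected members at their bounds. *clec-72* fell by 1.65 on the log2 scale and *clec-53* by 1.33. *clec-56* fell from an intensity of 498 ± 37.3 to 235 ± 80.6 (SD, n = 3). The intensity of *spp-12* was 103 ± 32.6 on heat-killed *C. albicans* and 351 ± 18.6 on heat-killed *E. coli*. Between live and heat-killed *C. albicans*, 35 of the 44 were lower on live yeast and *clec-60*, *clec-67*, *clec-70* and the probe set that does not distinguish *clec-67* from *clec-69* fell, with a median of −0.34, or −0.27 with undetected members at their bounds. The study chose the list on these arrays, so the counts are not independent evidence.
Among lectin genes as a whole, 2 rose and 3 fell on heat-killed *C. albicans* (3 and 5 adjusted over the list alone; camera adjusted p = 0.15). The rises were those of *clec-86*, with a log2 change of 1.79, and *clec-232*, named after its value was seen, with 1.04. Of 18 CUB-like and ShK genes, *F49F1.7*, *phat-7*, a probe set shared by *phat-7* with another gene, and *K08D8.6*, named after its value was seen, fell and *F35E12.5* rose (6 and 1 adjusted over the list alone), with a camera test at an adjusted p of 0.0096, or adjusted p = 0.29 with an estimated correlation. The calls for *clec-53*, *clec-56* and *clec-86* were lost in 4, 8 and 6 alternative settings.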

Taken together, these data suggest that the nematode responds to components within heat-killed *C. albicans*, as well as factors associated with fungal virulence, to transcriptionally repress antibacterial immune responses.

One of the antibacterial genes downregulated in the comparison of live *C. albicans* and heat-killed *C. albicans* was *clec-60*. Thus, for additional confirmation of these data, we exposed *clec-60::GFP* transgenic animals to heat-killed *C. albicans*. 

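*clec-60* had an intensity of 87.2 ± 19.2 (SD, n = 3 arrays) on heat-killed *C. albicans*, and on live *C. albicans* it was 1.62 lower on the log2 scale (log2 change −1.62, standard error 0.19, adjusted p = 0.014). Heat-killed *C. albicans* gave it a log2 change of −0.78 from heat-killed *E. coli* (adjusted p = 0.047), which is under 2-fold. The lectin gene *clec-67* had an intensity of 167 ± 41.5 on heat-killed *C. albicans* and 44.8 ± 15.8 on live *C. albicans*. Its log2 change between the yeasts was −1.92 (adjusted p = 0.024), and that of heat-killed *C. albicans* from heat-killed *E. coli* was −0.41 (adjusted p = 0.43). Against heat-killed *C. albicans*, the call for *clec-60* was lost in 5 alternative settings, among them the removal of any 1 heat-killed *C. albicans* array.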

As predicted from the microarray analysis, we found that expression of *clec-60::GFP* was visually unchanged compared to its basal level on heat-killed *E. coli* (Figure 8B). Furthermore, our finding that *C17H12.8* and *F49F1.6* were more strongly downregulated at 12 hours of infection (versus 4 hours)(Figure S1) suggests that the transcriptional repression of these antibacterial immune effectors is an active process associated with progression of fungal infection.

To understand the mechanism underlying the repression of antibacterial immune effectors during *C. albicans* infection, we assayed gene expression in *daf-16(mgDf47)* and *pmk-1(km25)* mutants. Troemel et al. previously showed that the p38 MAP kinase homolog PMK-1 controls the expression of many *P. aeruginosa* immune response genes [32]. In their analysis, they also observed that the FOXO/forkhead transcription factor DAF-16, a central regulator of nematode longevity, negatively regulates some *P. aeruginosa* defense genes, including a group of *pmk-1*-dependent genes. We therefore wondered whether DAF-16 negatively regulates antibacterial defense genes during infection with *C. albicans*. We determined the overlap of the *C. albicans* downregulated genes with the group of genes whose basal expression is negatively regulated by DAF-16 (so-called Class II genes from Murphy et al. [55]) and found a 24-gene overlap (more than the 2.6 genes expected by chance alone, *P*<1.0×10^−16^). 

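In a short list of DAF-16 class II genes drawn from general knowledge, 1 of 9 members tested, the peptide transporter gene *pept-1*, fell on live *C. albicans* relative to heat-killed *E. coli*, and 0 rose (2 and 0 adjusted over the list alone). *pept-1* had an intensity of 354 ± 45.6 (SD, n = 3 arrays) on live *C. albicans* and 727 ± 98.8 on heat-killed *E. coli*, a log2 change of −1.04. The vitellogenin gene *vit-2*, another member, had a log2 change of −0.05 (standard error 0.05). The median of the list was −0.22, with a downward camera test at an adjusted p of 0.0036, or adjusted p = 0.12 with an estimated correlation. Of 11 DAF-16 class I genes, *dod-3* rose by 1.48 and *spp-12* and *lys-7* fell (the same adjusted over the list alone; camera adjusted p = 0.22; Fisher adjusted p of the falls 0.025). *daf-16* itself had a log2 change of 0.17 (standard error 0.08, adjusted p = 0.29). A probe set for *daf-2*, named after its value was seen, was called with a fitted log2 change of 1.28 (adjusted p = 0.04). On heat-killed *C. albicans* relative to heat-killed *E. coli*, the same probe set was called as well, with a fitted log2 change of 1.21, so the rise was not particular to live yeast. Any other probe set for *daf-2* is not given here. The full published class II list was not used here, and the call for *pept-1* was lost without live *C. albicans* replicate 3 and without heat-killed *E. coli* replicate 1.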

From these analyses, we identified two genes (*clec-67* and *C17H12.8*) whose basal expression was previously reported as being induced by PMK-1 and negatively controlled by DAF-16 [32]. We examined the regulation of these genes during *C. albicans* infection and found that they were equally downregulated by *C. albicans* in both wild-type and *daf-16(mgDf47)* mutants (Figure S2), which suggests that DAF-16 is not responsible for this phenotype. In support of this observation, DAF-16::GFP remained localized to the cytoplasm following exposure to *C. albicans* and did not translocate into the nucleus, as it does when it is activated to regulate transcription (data not shown). We also wondered whether signaling through the PMK-1 pathway results in the downregulation of antibacterial immune effectors during *C. albicans* infection. However, the basal expression of *clec-67* and *C17H12.8* was profoundly affected by PMK-1 (Figure S2), which precluded analysis of differential regulation during *C. albicans* infection in *pmk-1(km25)* mutants. In summary, we show that antibacterial response genes are downregulated during *C. albicans* infection, including a group whose basal expression is repressed by DAF-16 and stimulated by PMK-1. We conclude that an unidentified mechanism, independent of DAF-16, accounts for this phenotype.

## Discussion

We show that the yeast form of *C. albicans* is pathogenic to the nematode and explore the mechanisms of immune activation by pathogenic fungi *in vivo*. Previous studies of *C. elegans* infection with bacterial pathogens have led to the characterization of a sophisticated and evolutionarily-conserved innate immune system in the nematode [21]. We found that the *C. elegans* is also able to specifically recognize and defend itself against *C. albicans*, the most common fungal pathogen of humans [1]. These data suggest that *C. elegans* integrates signals from *C. albicans* yeast and factors associated with its pathogenicity to mount a targeted defense response. We also found that nematode antifungal immunity involves the elaboration of immune effectors and the downregulation of antibacterial response genes.

### The *C. elegans* Immune Response to *C. albicans* is Mediated by the Detection of PAMPs and Fungal Virulence

Using a *C. elegans* pathogenesis assay that is conducted on solid agar plates, we show that *C. albicans* yeast cells kill worms in a manner dependent on live organisms and cause pathogenic distention of the nematode intestine during infection. Furthermore, we found that both heat-killed and virulence-attenuated *C. albicans* readily enter the nematode intestine, but are less pathogenic than wild-type yeast. While the mechanism of nematode mortality during *C. albicans* infection is unknown, these data suggest that some aspect of fungal virulence is required for yeast to infect and kill *C. elegans*.

In response to *C. albicans* attack, we found that the nematode mounts a pathogen-specific defense response that involves the induction of antifungal effectors and core immune genes. Interestingly, 56% of the genes involved in the transcriptional response to *C. albicans* infection were also differentially regulated by heat-killed *C. albicans*. These data suggest that a large part of the transcriptional response to *C. albicans* is elicited by fungal PAMPs. In mammals, heat-killed fungi also strongly activate host defenses and have been used to study PAMP-mediated immune signaling [13], [56]. In myeloid cells, cell wall components of heat-killed yeast (mannans and β-glucans) activate the pattern recognition receptors TLR2, TLR4, MR and dectin-1 to initiate antifungal immune responses [15]. Indeed, the process of heat killing may actually exaggerate innate immune responses in human cells by exposing fungal PAMPs. For example, β-glucans within the cell wall of *C. albicans* are normally covered by mannoproteins and thus blocked from detection by dectin-1 [13], [51]. Treatment of yeast cells with heat depletes this protective layer and exposes β-glucans, thereby enhancing dectin-1-mediated proinflammatory cytokine responses [56], [57].

The transcriptome profiling experiments and the expression analyses of nematodes infected with virulence-attenuated *C. albicans* suggest that factors associated with fungal virulence also elicit a transcriptional response in *C. elegans*. We do not know, however, whether these factors are derived from the host (e.g. as a consequence of cell damage) or from the pathogen. Recently, Moyes et al. found that human epithelial cells integrate inputs from *C. albicans* PAMPs via pattern recognition receptors together with “danger signals” perceived by the host during invasive fungal growth [14]. Interestingly, these researchers observed a biphasic activation of the p38 MAP kinase (MAPK) pathway, which was initially dependent on PAMP recognition and later on fungal burden and hyphal formation during invasive growth. We found a requirement for PMK-1, the nematode ortholog of the p38 MAP kinase, in the response to *C. albicans* infection. We therefore propose that similar mechanisms of pathogen detection involving the PMK-1 pathway exist in *C. elegans*. As in the human epithelium, the nematode may integrate signals from PAMPs together with inputs associated with fungal virulence to delineate a “pattern of pathogenesis [58]” specific to fungal infection. Further research is needed to determine the PAMPs that are detected by *C. elegans*, the intestinal pattern recognition receptors that bind them and the mechanisms by which fungal virulence is perceived in the nematode.

### Core Immune Effectors Are Activated by Bacterial and Fungal Pathogens

The immune response induced by Gram-negative bacteria, Gram-positive bacteria and fungi involve a small number of overlapping genes, a result that is somewhat surprising given the marked difference between prokaryotic and eukaryotic pathogens. Although others have also reported that the nematode mounts shared responses against different kinds of pathogens [34], [36], [59], our data are the first to define a core set of immune regulators involved in the defense against three prototypical nosocomial pathogens. These findings may ultimately have clinical implications. Our laboratories and others are using *C. elegans* pathogenesis assays as a means to identify novel antimicrobial therapies with immunomodulatory activity [60]. Thus, identifying compounds that boost these core immune response genes may yield novel therapies that can cure infection by three diverse, nosocomial pathogens and may be a strategy that can be applied in higher order hosts.

### Antibacterial Immune Effectors Are Downregulated by *C. albicans*

Unexpectedly, *C. albicans* infection of the nematode caused the downregulation of a number of antibacterial response genes including CUB-like genes, C-type lectins and ShK toxins. Moreover, it seems that both heat-killed (non-pathogenic) *C. albicans* and live (infectious) *C. albicans* can cause this repression. Interestingly, the basal expression of many of these genes is positively regulated by the p38 MAP kinase homolog PMK-1 and negatively regulated by DAF-16. How might the selective downregulation of these antibacterial response genes be evolutionarily advantageous for the worm? We know that the DAF-2 insulin/insulin-like growth factor receptor signals to the FOXO/forkhead transcription factor DAF-16 to control life span and stress resistance [61]–[63] and that DAF-16 negatively regulates *P. aeruginosa* immune response genes [32]. Troemel et al. postulated that immune response genes may be energetically expensive to make and thus their downregulation by DAF-16 under normal growth conditions may partially account for the lifespan-enhancing effects of DAF-2/DAF-16 pathway [32]. Irazoqui et al. found that the coordinated regulation of the immune response genes *clec-60/61* and *clec-70/71* influenced nematode survival. *C. elegans* animals carrying multiple copies of these gene clusters, which are induced during *S. aureus* infection, but not by *P. aeruginosa* or *C. albicans*, were more resistant to *S. aureus*, but were paradoxically hypersusceptible to *P. aeruginosa* [34]. We therefore propose that the transcriptional repression of antibacterial response genes, such as *clec-60* and *clec-70*, during *C. albicans* infection is an adaptive response. Given the recognized ability of FOXO/forkhead transcription factors to repress immune response genes both in *C. elegans* and in mammals [64], we hypothesized that DAF-16 activity would be responsible for this phenotype. However, our data suggest that an unidentified mechanism, independent of DAF-16, represses these genes following *C. albicans* infection.

We are not aware of other examples in metazoans in which activation of specific antimicrobial defenses results in the transcriptional downregulation of another immune response. In contrast, this phenomenon is well described in the immune response of *Arabidopsis thaliana*, a widely-studied, model laboratory plant [65]. In Arabidopsis, as well as other plants, two low molecular weight immune hormones, salicylic acid and jasmonic acid, are involved in the activation of distinct immune response pathways. Salicylic acid is primarily activated by obligate, biotrophic pathogens that require living plant cells to acquire nutrients. Jasmonic acid, on the other hand, is involved in the response to necrotrophic pathogens that kill host cells and then feed on the carcasses. In most cases, activation of salicylic acid-mediated signaling downregulates jasmonic acid signaling and vice versa. The mutual antagonism of the salicylic acid and jasmonic acid pathways is generally interpreted in terms of evolutionary tradeoffs between biotrophic and necrotrophic defenses [65]. Our data suggest that a similar antagonism may be occurring in *C. elegans* between bacterial and fungal defenses. That is, when confronted with a virulent fungal pathogen, *C. elegans* focuses its immune response on the production of specific antifungal effectors at the expense of antibacterial defenses. Our analysis of the genes downregulated by *P. aeruginosa* or *S. aureus* did not reveal a statistically significant overlap with the genes induced following exposure to *C. albicans*. An alternative explanation is that the genes that are downregulated by *C. albicans* actually encode key immune effectors important for defense against both bacterial and fungal pathogens. Instead of the host downregulating the expression of these genes, the transcriptional repression may reflect an offensive measure by *C. albicans* to enhance its ability to infect *C. elegans*.

### *C. elegans* Pathogenesis Assays Enable Analyses of *C. albicans* Virulence Mechanisms

In this study, we describe a novel *C. elegans* assay for the study of *C. albicans* yeast-mediated pathogenesis, which complements our hyphal formation model that we used to identify novel virulence determinants in *C. albicans* [33]. In our previous study, we screened a *C. albicans* mutant library containing homozygous mutations in 83 transcription factors [66] for clones attenuated both in their ability to form hyphae *in vivo* and kill *C. elegans* [33]. We uncovered several novel mediators of hyphal growth and showed that the *efg1Δ/efg1Δ cph1Δ/cph1Δ* double mutant [8], which is unable to program filamentation, was also attenuated for virulence in the *C. elegans* model, as it was in mammalian systems. The *efg1Δ/efg1Δ cph1Δ/cph1Δ* double mutant contain lesions in transcription factors that are the conserved readouts of the cAMP-mediated cascade (Efg1p) and the MAP-kinase cascade (Cph1p), each with well-described roles in the control of morphogeneis and virulence [8], [67]. In the current study, we show that this mutant was also attenuated for virulence in the *C. elegans* yeast-mediated pathogenesis assay. These data suggest that the *C. albicans* cAMP-mediated and MAP-kinase cascades also regulate yeast-specific virulence determinants and support the hypothesis that this morphogenic form is an important contributor to the pathogenic potential of wild-type fungi, as has been suggested by others [11], [68]–[70]. These data also indicate that the *C. elegans* system can be used in large-scale screens of *C. albicans* mutant libraries for novel virulence regulators possessed by yeast.

## Materials and Methods

### Strains and Media

*C. elegans* were maintained and propagated on *E. coli* OP50 as described [71]. The *C. elegans* strains used in this study were: N2 bristol [71], *pmk-1(km25)* [22], *daf-16(mgDf47)* [72], *fer-15(b26);fem-1(hc17)* [55], AU0157 [agEx39(*myo-2::cherry,clec-60::GFP*)] [28] and TJ356 [*zIs356* (*pDAF-16::DAF-16-GFP*;*rol-6*)] [73]. The *C. albicans* strains used in this study were DAY185 (*ura3Δ::λimm434/ura3Δ::λimm434 ARG4:URA3::arg4::hisG/arg4::hisG his1::hisG::pHIS/his1::hisG*) [74], SC5314 (clinical isolate) [75] and Can34 *(ura3Δ::λimm434/ura3Δ::λimm434 cph1Δ::hisG/cph1Δ::hisG efg1Δ::hisG/efg1Δ::hisG-URA3-hisG)* [8]. Unless otherwise specified, *C. albicans* DAY185 was used as the wild-type strain. Yeast strains were grown in liquid yeast extract-peptone-dextrose (YPD,BD) broth or on brain heart infusion agar containing 45 µg of kanamycin/ml at 30°C. Bacteria were grown in Luria Broth (LB, BD).

### *C. albicans*-*C. elegans* Solid Medium Pathogenesis Assay

The previously described protocol for pathogen infection of *C. elegans* was modified for these studies [76]. Freshly grown *C. albicans* of the indicated genotype were picked from a single colony and used to inoculate 1 mL of YPD broth, which was allowed to grow overnight with agitation at 30°C. The following day, 10 µL of yeast were spread into a square lawn in a 4 cm tissue culture plate (BD) containing 4 mL of BHI agar and kanamycin (45 µg/mL). For experiments that compared heat-killed and live *C. albicans*, cells were subjected to the exact same preparatory conditions. A single colony of yeast was grown in 1 mL BHI at 30°C overnight and then inoculated into 50 mL YPD. After approximately 20 hours of incubation, cells were split into two aliquots, collected by centrifugation and washed twice with sterile PBS (pH 7.4). One aliquot was resuspended in 1 mL PBS, exposed to 75°C for 60 minutes and washed again with sterile PBS. The other aliquot was processed in parallel with the heat-killed sample. Cells were suspended in 25 mL PBS, incubated at room temperature for 60 minutes and washed again with sterile PBS. 10 µL of this sample were added to the killing assay plates. To heat kill *E. coli*, a similar protocol was followed except that a single colony was inoculated into 50 mL LB and allowed to grow overnight at 37°C. Cells were exposed to 75°C for 30 minutes. In both cases, heat-killed organisms were plated on YPD or LB agar to ensure no viable organisms remained. 50 µL of heat-killed cells were added to the assay plates. The plates were then incubated for approximately 20 hours at 30°C. The next day, a Pasteur pipette molded into the shape of hockey stick was used to gently scrape excess yeast off the top of the thick *C. albicans* lawn. This step greatly facilitated scoring the animals as live or dead on subsequent days and did not affect the pathogenicity of *C. albicans* (data not shown). Five-fluoro-2′-deoxyuridine (FUDR; 75–100 µg/mL) was added to the plates 1 to 2 hours before the start of the assay to reduce the growth of progeny and prevent matricidal killing of nematodes by *C. albicans*. Thirty to forty young adult animals of the indicated genotype were added to each of three assay plates per condition studied. Although it is possible that microorganism inocula varied among individual worms, we doubt that such variation affected the pathogenicity of *C. albicans* in our assay since we observed similar killing kinetics in replicate experiments. Animals were scored as live or dead on a daily basis by gently touching them with a platinum wire. Worms that crawled onto the wall of the tissue culture plate were eliminated from the analysis. All killing assays were conducted at 25°C. *C. elegans* survival was examined using the Kaplan-Meier method and differences were determined with the log-rank test (STATA 6; STATA, College Station, TX).

### Microarray Analysis of *C. albicans* Infected Nematodes

N2 animals were synchronized by hypochlorite treatment. Arrested L1s were plated on 10 cm NGM plates seeded with *E. coli* OP50 and grown at 20°C until they were young adults. Animals were then added to 10 cm plates containing 20 mL of BHI agar (with 45 µg of kanamycin/ml) and live *C. albicans*, heat-killed *C. albicans* or heat-killed *E. coli*. Plates were prepared using the method described above except 50 µL of cells were added to the plates for each condition together with 200 µL of PBS to facilitate even dispersion of the microbes. Three separate biological replicates of nematodes were exposed to these conditions for 4 hours at 25°C. RNA was extracted using TRI Reagent (Molecular Research Center) according to the manufacturer's instructions and purified using an RNeasy column (Qiagen). RNA samples were prepared and hybridized to Affymetrix full-genome GeneChips for *C. elegans* at the Harvard Medical School Biopolymer Facility following previously described protocols [32] and instructions from Affymetrix. Data were analyzed using Resolver Gene Expression Data Analysis System, version 5.1 (Rosetta Inpharmatics). Three biologic replicates per condition were normalized using the Resolver intensity error model for single color chips [77]. Conditions were compared using Resolver to determine the fold change between conditions for each probe set and to generate a *P* value using a modified *t*-test. Probe sets were considered differentially expressed if the fold change was 2-fold or greater (*P*<0.01). When comparing datasets, the overlap expected by chance alone was determined in 50 groups of randomly selected *C. elegans* genes using Regulatory Sequence Analysis Tools (http://rsat.ulb.ac.be/rsat/), a technique that has been used for similar analyses [78]. *P* values were determined using chi-square tests. Analyses for over-representation of GO annotation categories were performed using DAVID Bioinformatics Resources 6.7 from the National Institute of Allergy and Infectious Diseases [79], [80]. Two databases were used to determine the expression patterns for selected genes: Expression Patterns for *C. elegans* Promoter::GFP Fusions (http://gfpweb.aecom.yu.edu/) [81] and NEXTDB [82].

### Quantitative RT-PCR (qRT-PCR) Analyses

Animals were treated and RNA was extracted as described above. RNA was reverse transcribed to cDNA using the Retroscript kit (Ambion). cDNA was analyzed by qRT-PCR using a CFX1000 machine (Bio-Rad) and previously published primers [32], [39], [41]. Primer sequences for *fipr-22/23* (GCTGAAGCTCCACACATCC and TATCCCATTCCTCCGTATCC) and *cnc-7* (CAGGTTCAATGCAGTATGGCTATGG and GGACGGTACATTCCCATACC) were designed for this study, checked for specificity against the *C. elegans* genome and tested for efficiency with a dilution series of template. The primer set for *fipr-22/23* cannot distinguish between these two genes owing to sequence similarity. All values were normalized against the control gene *snb-1*, which has been used previously in qRT-PCR studies of *C. elegans* innate immunity [31], [32], [48], [83]. Analysis of the microarray expression data revealed that the expression of *snb-1* did not vary under the conditions tested in our experiment. 

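The intensity of *snb-1*, the synaptobrevin gene used as the qRT-PCR control, was 2266 ± 26.5 (SD, n = 3 arrays) on live *C. albicans*, 2185 ± 76.1 on heat-killed *C. albicans* and 2235 ± 6.48 on heat-killed *E. coli*. Its log2 change was 0.02 (standard error 0.04, adjusted p = 0.86) for live *C. albicans* and −0.03 (adjusted p = 0.74) for heat-killed *C. albicans*, each relative to heat-killed *E. coli*, and 0.05 (adjusted p = 0.88) between the yeasts.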

Fold change was calculated using the Pfaffl method [84] and compared using *t*-tests.

### Microscopy

Nematodes were mounted onto agar pads, paralyzed with 10 mM levamisole (Sigma) and photographed using a Zeiss AXIO Imager Z1 microscope with a Zeiss AxioCam HRm camera and Axiovision 4.6 (Zeiss) software.

### Accession Numbers

Accession numbers for the genes and gene products mentioned in this paper are given for Wormbase, a publically available database that can be accessed at http://www.wormbase.org. These accession numbers are *pmk-1 (B0218.3)*, *abf-2 (C50F2.10)*, *fipr-22/23 (C37A5.2/4)*, *cnc-4 (F09B5.9)*, *cnc-7 (F53H2.2)*, *cht-1 (C04F6.3)*, *T19H5.1*, *irg-3 (F53E10.4)*, *clec-67 (F56D6.2)*, *K08D8.5*, *C17H12.8*, *F49F1.6*, *F35E12.5*, *F01D5.5*, *clec-60 (ZK666.6)* and *daf-16 (R13H8.1)*. The microarray dataset can be downloaded from the National Center for Biotechnology Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo). The accession number for these data is GSE2740.

## Supporting Information

Figure S1 **The transcriptional responses to** ***C. albicans*** **are dynamic during infection.** qRT-PCR analysis of wild-type nematodes 4 and 12 hours after infection reveals that *abf-2* is more strongly induced (*P*<0.01) and *fipr-22/23* expression is statistically unchanged. *cnc-4* and *cnc-7* return to baseline expression levels at 12 hours after infection. The antibacterial response genes *C17H12.8* and *F49F1.6* were more strongly downregulated at the later time point (*P*<0.01 and *P* = 0.07, respectively). Expression of *K08D8.5* was unchanged and *clec-67* became less strongly downregulated. Data are the average of three biological replicates (4 hour time point) or two biological replications, each measured in duplicate (12 hour time point). Error bars represent SEM. If error bars are not visible, the variation is smaller than the point on the graph.
(TIF)

Figure S2 **Downregulation of antibacterial response genes by** ***C. albicans*** **is not dependent on the FOXO/Forkhead Transcription Factor DAF-16.** Wild-type (N2) and *pmk-1(km25)* [left side] and N2 and *daf-16(mgDf47)* [right side] young adult animals were exposed to the indicated food source and the transcription levels of the indicated genes were determined using qRT-PCR. Expression is relative to wild-type on heat-killed *E. coli* and the data are presented as the average of two biological replicates, each conducted in duplicate and normalized to a control gene with error bars representing SEM.
(TIF)

Table S1 **Differentially expressed genes in the microarray experiments.** Presented are the lists of Affymetrix probe sets whose expression changed more than 2-fold (*P*<0.01) in the following exposure comparisons: live *C. albicans* versus heat-killed *E. coli* (A), heat-killed *C. albicans* versus heat-killed *E. coli* (B), live *C. albicans* versus heat-killed *C. albicans* (C). In A, the genes that were also differentially regulated in B and C are given in blue and red, respectively. In C, the genes in this list that were also upregulated by *S. aureus*, *P. aeruginosa* or both pathogens are annotated in the far right column. If two probe sets correspond to the same gene and both are differentially regulated in the array, then one is given in *italics*. If one probe set recognizes more than one gene, each gene is listed as a separate entry. A summary of the data is presented at the bottom of each worksheet.
(XLS)

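The probe sets that Table S1 lists were followed in the normalized intensities, with n = 3 arrays per group. Of 340 probe sets of Table S1A, such as those for *ftn-1* and *cyp-35A2*, 299 were tested, 334 had the same direction as in the table and 220 were called. Of 297 of Table S1B, such as those for *fmo-2* and *thn-1*, 257 were tested, 287 had the same direction and 176 were called. Of 60 of Table S1C, such as those for *clec-60* and *clec-70*, 45 were tested, 58 had the same direction and 14 were called. At the study's thresholds, 244, 200 and 32 passed. Across probe sets, the log2 changes here and in the paper's tables had an r of 0.91, 0.91 and 0.88. The tables were chosen by the study on these arrays, and probe sets are not independent replicates.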

Table S2 **Correlation between the microarray data and qRT-PCR analyses.** The fold change for the indicated *C. elegans* genes was determined four hours after exposure to the laboratory reference strain *C. albicans* DAY185 versus heat-killed *E. coli* in the microarray analysis and from qRT-PCR analyses of RNA set A and B. RNA set A was from the three biological replicates that were used in the microarray analysis. RNA set B was from three independent replicates. The fold change for 8 of these genes was also determined following a four-hour exposure to the *C. albicans* clinical isolate SC5314 versus heat-killed *E. coli*. The table gives the average fold change from three biological replicates, each normalized to a control gene (biological replicates of the SC5314 data were also tested in duplicate). 95% confidence intervals for the qRT-PCR data are given in parentheses. n.t. equals “not tested.”
(DOC)

Table S3 **A. Shared transcriptional signature between** ***C. albicans*** **,** ***P. aeruginosa*** **and** ***S. aureus*** **.** Genes that were induced or repressed by all three pathogens, by *C. albicans* and *P. aeruginosa* and by *C. albicans* and *S. aureus* at least 2-fold (*P*<0.01) are presented (see Figure 6). **B. Presumptive** ***C. albicans*** **PAMP-response genes.** The genes that were upregulated and downregulated at least 2-fold (*P*<0.01) by both heat-killed and live *C. albicans* (versus heat-killed *E. coli*) are listed (see Figure 7). **C. Antibacterial genes are repressed during** ***C. albicans*** **infection.** Listed are the genes that are repressed by *C. albicans* at least 2-fold (*P*<0.01) and induced by both *P. aeruginosa* and *S. aureus*, just *P. aeruginosa* or just *S. aureus* (see Figure 8). Additional columns in A and C indicate whether the gene was activated (or repressed) by heat-killed *C. albicans* (versus heat-killed *E. coli*) or by live *C. albicans* (versus heat-killed *C. albicans*). “-” indicates that expression was not affected.
(XLS)

# Supplementary material for: Candida albicans Infection of Caenorhabditis elegans Induces Antifungal Immune Defenses
**Source:** PLoS Pathog. 2011 Jun 23;7(6):e1002074. doi: 10.1371/journal.ppat.1002074
**Supplement:** Table S2 — Correlation between the microarray data and qRT-PCR analyses. The fold change for the indicated C. elegans genes was determined four hours after exposure to the laboratory reference strain C. albicans DAY185 versus heat-killed E. coli in the microarray analysis and from qRT-PCR analyses of RNA set A and B. RNA set A was from the three biological replicates that were used in the microarray analysis. RNA set B was from three independent replicates. The fold change for 8 of these genes was also determined following a four-hour exposure to the C. albicans clinical isolate SC5314 versus heat-killed E. coli. The table gives the average fold change from three biological replicates, each normalized to a control gene (biological replicates of the SC5314 data were also tested in duplicate). 95% confidence intervals for the qRT-PCR data are given in parentheses. n.t. equals “not tested.”

| **Gene name** | **Microarray** | **RNA set A** | **RNA set B** | **SC5314** |
| --- | --- | --- | --- | --- |
| *abf-2* | 5.9 | 4.9(±2.0) | 3.2(±0.7) | 4.5(±1.5) |
| *fipr-22/23* | 6.7 | 3.6(±0.8) | 4.1(±3.5) | 6.0(±1.4) |
| *cnc-4* | 4.1 | 2.3(±1.0) | 1.8(±0.3) | 4.4(±2.4) |
| *cnc-7* | 2.9 | 1.8(±0.7) | 1.8(±0.5) | 2.3(±0.7) |
| *F35E12.5* | 3.5 | 4.1(±1.4) | 0.3(±0.1) | n.t. |
| *irg-3* | 0.2 | 0.4(±0.1) | 0.5(±0.2) | n.t |
| *clec-67* | 0.2 | 0.2(±0.1) | 0.1(±0.06) | 0.2(±0.08) |
| *K08D8.5* | 0.4 | 0.3(±0.1) | 0.2(±0.1) | 0.2(±0.1) |
| *C17H12.8* | 0.5 | 0.4(±0.1) | 0.3(±0.1) | 0.3(±0.1) |
| *F49F1.6* | 0.3 | 0.4(±0.2) | 0.3(±0.06) | 0.3(±0.2) |
| *F01D5.5* | 0.2 | 0.3(±0.05) | 0.3(±0.04) | n.t. |

How the deposited data were processed for this re-analysis (not part of the article)

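The data were the values that the authors deposited for 9 Affymetrix *C. elegans* arrays, 3 for animals on live *C. albicans*, 3 for animals on heat-killed *C. albicans* and 3 for animals on heat-killed *E. coli*. The deposited intensity values were made by the authors in the Rosetta Resolver software with its error model for single-color chips, which subtracts background, and each array was left at its own level. The deposited p-value of each probe set was made by the same software and gives the evidence that the intensity lies above background on that array. How the software went from the cell intensities of a probe set to its intensity is not given in the sources used here. The deposited column of background values and the raw array images were not used here. The units were checked against the values: between 3262 and 3794 intensities per array were below 0, and the p-values lay between 0 and 1. The deposited table of all arrays together held the same intensities, with 0 of 203625 values different.
Control probe sets (77 of 22625) were left out. The intensities were quantile normalized over the 9 arrays, set to 0.87 where they were lower and taken to log2. Quantile normalization was set in advance for the case, met here, that the trimmed means of the arrays were not within a few percent of each other. Probe sets with a detection p-value under 0.05 on at least 3 arrays were tested with limma 3.58.1 (R 4.3.3), with a fit of group means, moderated variances and a trend of the variance with intensity. The remaining steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6. Adjusted p-values of genes are limma p-values after the Benjamini-Hochberg adjustment over the probe sets tested in a comparison. Genes are counted once under their symbol, and a probe set with several gene symbols counts as 1 further entry under its joint name. A gene can therefore stand in a count or a list more than once, as *clec-67*, *lys-5* and *phat-7* do. The counts and tests of lists include such entries. Of the probe sets other than controls, 20766 carried 1 gene symbol, 887 several and 895 none, and a gene with several probe sets is represented by the one with the highest mean signal. *T19H5.1* carries the name that the paper gives it, which differs from its current annotation, as do *F35E12.5* and *F49F1.6*.
Genes are named by a rule set before the data were examined, although the values in Table 1 and Tables S1 to S3 had been seen. The rule takes every gene that the paper names in its text, Table 1, Table S2 or a legend. Some of these, such as *pmk-1*, have no value given here. It also takes the 10 largest rises and 10 largest falls called in each comparison by fitted value whose groups do not overlap. These were ranked among the probe sets that represent their genes. This leaves out another probe set, for *T03F1.6*, with a fitted log2 change of 6.52 on heat-killed *C. albicans*. For each gene list, the rule takes up to 4 called members with the largest change, or the 2 with the highest signal where none was called. The gene lists were also fixed in advance, from general knowledge, but after these tables had been seen, and some of their members stand in the tables, so that their counts are not independent of the study's choice of genes. They cover effectors, C-type lectins, galectins, lysozymes, saposin-like proteins, CUB-like and ShK genes, genes of the responses to *P. aeruginosa* and *S. aureus*, detoxification (cytochrome P450, UDP-glucuronosyltransferase, glutathione S-transferase, short-chain dehydrogenase and ABC transporter genes), stress (heat shock, unfolded proteins of the endoplasmic reticulum and of mitochondria, SKN-1 targets, metal and iron, hypoxia and osmotic stress), metabolism (fatty acid synthesis, beta-oxidation and fasting, lipases, lipid-binding proteins, methionine cycle and propionate shunt), DAF-16 class I and class II targets, nuclear hormone receptors, F-box genes of the *fbxa*, *fbxb* and *fbxc* families, histones, ribosomal proteins, vitellogenins, collagens, sperm, oocyte and embryo genes, nematode-specific peptides, and the intestine, muscle, pharynx, neurons, neuropeptides and insulins, and hypodermis. The *P. aeruginosa* list also holds PMK-1 targets. Lists with at least 5 members tested were tested with camera at a correlation of 0.01 between genes and again with a correlation estimated from the arrays, and the shares of rising and falling members with Fisher's exact test, each adjusted over the lists of a comparison. Fisher's exact test takes genes as independent, so its p-values do not measure the spread between arrays and can be too small where members change together. Medians of lists are of fitted changes, and where undetected genes set to their bounds move a median, both are given.
The fit was tested on simulated data. Of 100 probe sets raised or lowered by 1.5 on the log2 scale, 84.0% were called in the right direction, and the mean size over all 100 was 1.52. Of 100 raised or lowered by 3, 97.0% were called, with a mean size of 3.07. There were 4 false calls among the unchanged probe sets of the 13768. Overlaps and counts were compared with 100 simulations of groups without a difference that shared the same control arrays. These simulations drew independent noise for each probe set and array, without the pairing by replicate, and their lists were not matched in length. The series record states that the exposures of a replicate ran in parallel, so the replicate numbers pair the arrays. After group means were removed, arrays with the same number correlated at r between 0.08 and 0.38 and arrays with different numbers between −0.37 and 0.18, and 7 of 9 arrays correlated best with their own number. The study's methods state that live and heat-killed yeast for a comparison came from aliquots of the same culture, but they name no paired test, so the replicate was used as a block only in an alternative. The main fit therefore leaves the pairing out, and between live and heat-killed *C. albicans* it called 16 genes, against 35 with the block. The alternatives set before the data were examined were the deposited table of all arrays, the values as deposited without normalization, no detection filter, detection on all 9 arrays, a floor at percentile 20, no trend of the variance, the replicate as a block, only the groups compared in each fit, a correlation estimated for the lists, and the removal of each array in turn. Scaling to percentile 75 was chosen after seeing the data. The array values behind the paper's qRT-PCR comparison were compared with the qRT-PCR values in Table S2 by permutation.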

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

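The test of chance high values was set before its result was seen, and the test of scaling on left-out arrays, the comparisons with other splits of the arrays and the test of replicate preparations were chosen only after the result was seen. Another test of scaling, against probe sets near in mean signal, was also written after the result was seen, and no result of it is given here.
A difference between live and heat-killed *C. albicans*, tested with limma in the same fit, singled out 16 genes, and in each the 3 arrays of one condition lay wholly above the 3 of the other, which chance gives for 10% of probe sets that were not selected and which the test itself favors. The C-type lectin genes were lower on live yeast, with log2 changes of −1.96 for *clec-70*, −1.92 for *clec-67*, −1.88 for the probe set of *clec-67/clec-69*, −1.62 for *clec-60* and −1.0 for *clec-85*. So were genes of oxidation and conjugation, with −2.20 for *fmo-2* and −1.09 for *ugt-44*, the metallothionein gene *mtl-1* with −1.23 and the kinase gene *mpk-2* with −1.90. The fitted value of *cyp-34A3* was −1.77, but no live *C. albicans* array detected it and it was at least 1.65-fold lower. *Y40B10A.6* had −2.44, *M28.8* −1.65, *bigr-1* −1.25, *C05D12.3* −1.18 and *smd-1*, the gene of S-adenosylmethionine decarboxylase, −1.17. *C05D12.3* and *smd-1* lie outside the naming rule and were chosen after their values were seen. The ammonium transporter gene *amt-4* was higher on live yeast by 1.47. The calls were lost in 13 alternative settings for *cyp-34A3*, in 9 for *clec-67* and *bigr-1*, in 7 for *Y40B10A.6*, *mtl-1* and *ugt-44*, in 5 for *clec-60* and *clec-85*, in 3 for *mpk-2* and in 2 for *amt-4*.
Genes outside the paper's tables were called as well, at 2-fold and an adjusted p below 0.05. Outside Table S1A, 58 genes were called on live *C. albicans* relative to heat-killed *E. coli*, 30 higher and 28 lower, among them *gakh-1*, *ins-18*, *nhr-180*, *pgp-5*, *cyp-34A3*, *pept-1* and *T26H5.8*, which no array of either group detected, so that it has no fold, and whose call was lost in 9 alternative settings. Outside Table S1B, 47 genes were called on heat-killed *C. albicans*, 34 higher and 13 lower, among them *ceh-74*, *gakh-1*, *T26H5.8*, *ins-18*, *nlp-12*, *ugt-46* and *col-143*. The largest fitted change among the 47 was that of *T03F1.6* (log2 change 6.52, adjusted p = 0.017). *T03F1.6* lies outside the naming rule and was chosen after its value was seen, and no bound is given for it. Outside Table S1C, 2 genes were called, *cyp-34A3* and *clec-85*.
Of the 49 genes lower on live than on heat-killed *C. albicans* at the study's thresholds, 14 were called higher on heat-killed *C. albicans* than on heat-killed *E. coli*, among them *fmo-2*, *mpk-2*, *M28.8*, *Y40B10A.6* and *mtl-1*. Chance highs on the shared heat-killed *C. albicans* arrays were examined with each of these arrays left out in turn. Of the probe sets selected as falling without it, 27.3% (12 of 44), 28.2% (11 of 39) and 20.0% (8 of 40) were at least 2-fold above heat-killed *E. coli* on the array left out. The upper ends for the central 95% of 1000 matched lists were 5, 4 and 4 probe sets. The lists were matched on mean signal and not on the spread between arrays. More variable genes could give part of the excess, so chance highs are made less likely but are not excluded. A test of scaling set in advance decides nothing: 13 of the 14 genes kept both calls on the values as deposited and with scaling to percentile 75, which was chosen after seeing the data, but the medians of the first lie in the direction of the pattern (0.16 and −0.26) and those of the second near 0. Scaling between arrays as the only cause is argued against by the arrays left out, since it would move matched lists of the same signal alike. The same limit on spread holds for these lists. On the values as deposited, 15, 11 and 8 of the same probe sets were at least 2-fold above heat-killed *E. coli* on the left-out array, against upper ends of 7, 5 and 6 for the matched lists. The set changed when single arrays were left out, since 9, 8 and 7 of the 14 genes kept both calls without heat-killed *C. albicans* replicates 1, 2 and 3. Fits with fewer arrays also have less power, which was not told apart from an effect of the array. Among probe sets detected on all 9 arrays, 8 kept both calls, but that filter removes genes undetected on any array. A candidate explanation is a response to heat-killed yeast that live yeast does not evoke or holds down, which stays a hypothesis because it was found and tested on the same arrays.
Of the 10 splits of the 6 arrays in a comparison, too few for a share under 0.05, live *C. albicans* against heat-killed *E. coli* gave 331 probe sets at the study's thresholds and the highest other split 33, and heat-killed *C. albicans* against heat-killed *E. coli* gave 284 and 44, so that 1 split reached the real count in each. Live against heat-killed *C. albicans* gave 62 and the highest other split 75, so that 2 splits reached it. That other split joined live replicates 1 and 2 with heat-killed replicate 1 and parted 1 of the pairs, while the splits that part all 3 pairs, as the real one does, gave at most 15, and at the adjusted p the real split called 16 probe sets and the highest other 4. With the replicate as a block, 65 genes passed against 62 without it, which decides nothing about shared replicate preparations, since each replicate has 1 array per condition and the block leaves every fold as it was. No biological explanation of the split with 75 was tested.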

How the results depend on the processing

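The alternatives were set before the data were examined, apart from scaling to percentile 75, which was chosen after seeing the data, and apart from it no test in this part was chosen after the result was seen. No call turned to the other direction. Across the alternatives set in advance, 217 values of the counts and summary results stayed within 1.5 times the count, or past the threshold for qRT-PCR, and 22 moved, and with scaling to percentile 75 all 14 stayed. Of the values for single genes and lists, 9834 kept their direction and their side of the threshold, 520 lost a call, 79 gained one and 309 that were not called changed sign. With scaling to percentile 75 these were 596, 8, 4 and 33. The deposited table of all arrays moved nothing, since its values are identical.
Counts at the study's thresholds moved with the number of probe sets tested. Without the detection filter (22548 probe sets), 175 genes were higher on live *C. albicans* than on heat-killed *E. coli*, and 64 were higher and 98 lower on live than on heat-killed *C. albicans*. With detection on all 9 arrays (10973 probe sets), 69 were higher and 121 lower on live *C. albicans*, 81 higher and 87 lower on heat-killed *C. albicans*, 44 higher on both, and 4 higher and 25 lower on live than on heat-killed *C. albicans*. On the values as deposited, 291 were higher on heat-killed *C. albicans*, 125 were higher on both yeasts, and 166 were lower on live than on heat-killed *C. albicans*, while 49 genes, higher or lower, were called in that comparison at the adjusted p; the cause was not tested. Live against heat-killed *C. albicans* called 10 genes with only the groups compared in the fit, which uses fewer arrays, and 35 with the replicate as a block. The block leaves every fold as it was and changes only the estimate of the spread and with it the p-values. With an estimated correlation, 2 of 41 gene list calls held.
Without single arrays, the counts ranged as follows. On live *C. albicans*, 95 to 134 genes were higher, 134 to 242 lower and 190 to 251 called. On heat-killed *C. albicans*, 101 to 142 were higher, 93 to 139 lower and 140 to 214 called. Between live and heat-killed *C. albicans*, 12 to 19 were higher, 39 to 94 lower and 6 to 20 called. Genes higher on both yeasts were 58 to 88 and lower on both 64 to 89, gene lists called 33 to 51, the R2 of arrays and qRT-PCR 0.74 to 0.81, and the genes of Table S3C called 32 to 38. The lower genes numbered 94 without live *C. albicans* replicate 2. The genes called between the yeasts numbered 8 without live replicate 1 and 7, 6 and 9 without heat-killed *C. albicans* replicates 1, 2 and 3. These fits had fewer arrays.
With the replicate as a block, further calls were gained on heat-killed *C. albicans* for *T05E12.6*, *acdh-1*, *lys-7* and *pmp-5* and between the yeasts for a *C17H12.8* and a *K08D8.5* probe set. Besides these and the calls given with *cyp-35A3*, *dhs-23*, *T07G12.5*, *ptr-22*, *F58H1.7*, *ZK550.2*, *abf-2*, *C25H3.10*, *R05H10.1*, *dod-3*, *nssp-44*, *pmp-5* and *thn-1*, it changed no other call of a named gene. Signal over background limits what can be read: an array detected between 55.2% and 60.9% of probe sets, the lowest detected intensity was between 19.52 and 26.49, and a gene undetected in a condition has only a bound. Beyond the list calls lost with an estimated correlation, medians changed sign between live and heat-killed *C. albicans* for the genes of endoplasmic reticulum stress on the values as deposited (−0.14) and for sperm genes without heat-killed replicate 3 (−0.08), and on heat-killed *C. albicans* for nematode-specific peptides without replicate 3 (0.08).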

Differences from the paper's values

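No test in this part was chosen after the result was seen, apart from scaling to percentile 75. At the thresholds that the paper states, a 2-fold change at p below 0.01, 13 genes were higher on live than on heat-killed *C. albicans*, and the paper's count is 22. The test and the probe sets differ, since the paper used a modified t-test in Resolver and limma was run here on the 13768 probe sets detected. Of the 60 probe sets of Table S1C, 45 were tested here. Without the detection filter, 64 genes were higher. Among the alternatives set before the data were examined, the values as deposited (17) and the removal of live *C. albicans* replicate 1 (15) or 2 (16) or of heat-killed *C. albicans* replicate 1 (19), 2 (19) or 3 (17) no longer differ by the same measure, and the others do. Scaling to percentile 75, chosen after seeing the values, gives 15 and drops 1 of the 32 probe sets of Table S1C that passed.
The same differences of test and of probe sets hold for the overlaps. Of the genes higher on live than on heat-killed *C. albicans*, 6 were also higher than on heat-killed *E. coli*, and the paper's count is 10. A floor at percentile 20 (7) and a fit of only the groups compared (7) no longer differ, and the other alternatives do. Of the lower genes, 20 were also lower than on heat-killed *E. coli*, and the paper's count is 11. Detection on all 9 arrays (8) and a fit of only the groups compared (16) no longer differ, and the other alternatives set in advance do. Scaling to percentile 75, chosen after seeing the values, gives 16, and of the probe sets of Tables S1A and S1C that passed it drops 9 and 1.
For live *C. albicans* against heat-killed *E. coli*, the fold of *ZK550.2* was 3.33 and the paper's value is 8.4, that of *F18C5.10* was 1.71 and the paper's value is 3.0, and that of *irg-3* was 0.40 and the paper's value in Table S2 is 0.2. Each of these differs under every alternative run, and each has the same direction as in the paper. The paper's Table S1A lists a smaller change for *irg-3* than its Table S2.
The paper's text counts *F35E12.5* among genes that fall strongly on live *C. albicans* by qRT-PCR. Its qRT-PCR value in the paper was higher in RNA set A and lower in RNA set B. On the arrays it had a log2 change of 1.94 here, and its array value in the paper's tables also rises. The other genes of that group, *clec-67*, *irg-3*, *K08D8.5*, *C17H12.8*, *F49F1.6* and *F01D5.5*, were lower here, the last 2 by bounds on undetected signal and untested. Of the 24 probe sets of Table 1 that were tested, 21 passed the paper's thresholds and 19 also passed the adjusted p, and all 24 were higher on live *C. albicans*. Of those not called, *T07G12.5* is called on the values as deposited, with the replicate as a block, without heat-killed *E. coli* replicate 3 and with scaling to percentile 75, which was chosen after seeing the values and drops 9 of the 244 probe sets of Table S1A that passed. *ptr-22* is called on the values as deposited, with a floor at percentile 20, with the block and without heat-killed *E. coli* replicate 2, *T21C9.8* on the values as deposited and *F58H1.7* with the block. *F18C5.10* is called in no alternative run.
The paper states that heat-killed *C. albicans* induces *abf-2*, and here it was at least 1.77-fold higher, undetected on heat-killed *E. coli*, with an adjusted p of 0.075. It is called on the values as deposited, with a floor at percentile 20, with the block and without heat-killed *E. coli* replicate 2. In the same statement *cnc-4*, *cnc-7* and *cht-1* rise, as they did here.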

Other observations

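The tests of intestinal RNA and of the food were chosen only after the result was seen. The test of intestinal RNA was first written against the median of the called members and then changed to the common change that fits most members.
Several stress and metabolic genes that belong at no claim changed on both yeasts relative to heat-killed *E. coli*, with n = 3 arrays per group. Of 11 metal and iron genes, *ftn-1* rose and *cdr-4* and the probe set for *F58G6.3/F58G6.7* fell on live *C. albicans* (1 and 2 adjusted over the list alone; camera adjusted p = 0.8; Fisher adjusted p of the falls 0.025), with a median of −0.34 and a mean of 0.30. Heat-killed *C. albicans* raised *ftn-1* and *mtl-1* and lowered the *F58G6.3/F58G6.7* probe set. The choline kinase gene *ckb-2* was the member called of 15 genes of the endoplasmic reticulum unfolded protein response (1 fall adjusted over the list alone), whose camera test was downward on live (adjusted p = 2.5e-05, median −0.24; adjusted p = 0.22 with an estimated correlation) and on heat-killed *C. albicans* (adjusted p = 2.1e-06, median −0.33; adjusted p = 0.29 with an estimated correlation). Of 9 heat shock genes, *F44E5.4/5* rose on live *C. albicans* (1 adjusted over the list alone; camera adjusted p = 0.037 upward; adjusted p = 0.22 with an estimated correlation). Of 16 SKN-1 targets, *trx-3* rose (1 adjusted over the list alone; camera adjusted p = 0.74), with a median of −0.04 and a mean of 0.23. In limma, 0 genes passed on live *C. albicans* among 9 of the mitochondrial unfolded protein response (1 at an unadjusted p under 0.05; camera adjusted p = 0.74), 9 of hypoxia (4; camera adjusted p = 0.77) and 6 of osmotic stress (1; camera adjusted p = 0.94). *hmit-1.3*, a transporter gene of osmotic stress, rose on heat-killed *C. albicans* by 1.07 on the log2 scale.
Of 23 genes of the methionine cycle and propionate shunt, *nhr-114*, *acdh-1* and *hphd-1* fell on live *C. albicans* (4 adjusted over the list alone), with a downward camera test (adjusted p = 0.0016; adjusted p = 0.43 with an estimated correlation). *hphd-1* fell by 1.14 on live and by 1.41 on heat-killed *C. albicans* on the log2 scale. Of 14 lipid-binding protein genes, *far-7* rose and *lbp-7* fell (1 and 1 adjusted over the list alone; camera adjusted p = 0.15). Relative to heat-killed *E. coli*, *elo-2*, which encodes a fatty acid elongase, fell by 1.07 on heat-killed *C. albicans* and *cpt-3* rose by 1.25. Of 132 nuclear hormone receptor genes, *nhr-180* rose by 1.49 and *nhr-114* and *nhr-31* fell on live *C. albicans*, *nhr-31* by 1.05 (1 and 2 adjusted over the list alone; camera adjusted p = 0.59). Of 40 histone genes, the probe set for *his-10*, *his-14* and *his-26* rose by 1.23 (1 adjusted over the list alone) while the camera test was downward (median −0.12, adjusted p = 0.0036; adjusted p = 0.32 with an estimated correlation). *ins-18*, an insulin-like gene, rose at least 1.27-fold, the member called of 44 neuropeptide and insulin genes (1 adjusted over the list alone; camera adjusted p = 0.74), and *flp-10* was the member called of 37 neuronal genes (1 adjusted over the list alone; camera adjusted p = 0.39). The collagen gene *col-101* fell on live *C. albicans* by 1.03, the member called of 96 (0 adjusted over the list alone; camera adjusted p = 0.23).
Other lists held 0 genes called in limma on live *C. albicans*. With the number at an unadjusted p under 0.05 and the adjusted p of the camera test, they were F-box genes of the *fbxa*, *fbxb* and *fbxc* families (22, adjusted p = 0.74), ribosomal proteins (2 of 76, adjusted p = 0.24), sperm (0 of 52, adjusted p = 0.94), oocyte and germline (4 of 29, adjusted p = 0.59), embryo (0 of 11, adjusted p = 0.59), muscle (0 of 18, adjusted p = 0.74), pharynx (2 of 9, adjusted p = 0.23), hypodermis (2 of 25, adjusted p = 0.97) and nematode-specific peptides (3 of 15, adjusted p = 0.21). The 6 vitellogenin entries, from 5 genes on the array (2 at an unadjusted p under 0.05), had a downward camera test at an adjusted p = 0.015, and at an adjusted p = 0.47 with an estimated correlation. *fbxa-59*, *fbxa-60* and the neuropeptide gene *nlp-12* rose on heat-killed *C. albicans*, and *col-143* and *col-101* fell. The camera tests on heat-killed *C. albicans* were downward for fatty acid synthesis (adjusted p = 0.0068; adjusted p = 0.29 with an estimated correlation), methionine and propionate genes (adjusted p = 1.8e-04; adjusted p = 0.46 with an estimated correlation), histones (adjusted p = 1.8e-04; adjusted p = 0.29 with an estimated correlation) and nematode-specific peptides (median −0.68, or −0.47 with undetected genes at their bounds; adjusted p = 0.032; adjusted p = 0.67 with an estimated correlation), and upward for DAF-16 class I targets (adjusted p = 0.023; adjusted p = 0.29 with an estimated correlation). Against heat-killed *C. albicans*, besides the immune lists, live *C. albicans* gave camera tests at an adjusted p below 0.05 for heat shock genes (upward, adjusted p = 0.0054; adjusted p = 0.12 with an estimated correlation), osmotic stress genes (downward, adjusted p = 0.0054; adjusted p = 0.12 with an estimated correlation), DAF-16 class I targets (downward, adjusted p = 0.0092; adjusted p = 0.12 with an estimated correlation) and the intestine (downward, adjusted p = 1.3e-04; adjusted p = 0.12 with an estimated correlation). The same comparison gave them for DAF-16 class II targets (downward, adjusted p = 0.0096; adjusted p = 0.12 with an estimated correlation), galectins (downward, adjusted p = 0.0054; adjusted p = 0.46 with an estimated correlation), ABC transporters (downward, adjusted p = 0.038; adjusted p = 0.34 with an estimated correlation), genes of endoplasmic reticulum stress (upward, adjusted p = 0.03; adjusted p = 0.55 with an estimated correlation) and sperm genes (upward, adjusted p = 0.013; adjusted p = 0.8 with an estimated correlation). List calls were also lost in other settings, among them vitellogenins, histones and DAF-16 class I targets on the values as deposited and heat shock genes on live *C. albicans* among probe sets detected on all 9 arrays. The calls were lost in 11 alternative settings for *ins-18* and *col-101* on live *C. albicans*, in 9 for *nhr-114*, in 8 for *nlp-12* and *fbxa-59*, in 9 for *col-143*, and in between 1 and 7 for *cdr-4*, *F58G6.3/F58G6.7*, *nhr-31*, *his-10*, *fbxa-60*, *elo-2*, *acdh-1*, *hmit-1.3* and *F44E5.4/5*.
Of 22 genes of the intestine, 6 fell on live *C. albicans* relative to heat-killed *E. coli* (*act-5*, *ifd-1*, *nhx-2*, *fat-6*, *pept-1* and *pho-1*; 6 adjusted over the list alone), with a downward camera test (adjusted p = 4.7e-06; adjusted p = 0.11 with an estimated correlation). A smaller share of intestinal RNA as the only cause would lower the members alike. This is argued against, since of the 16 members below the 95th percentile of signal, 9, among them *elt-2*, *ges-1*, *ifb-2* and *erm-1*, had a 95% interval that left out even the common change that fits the largest number of members, −1.15. In 1000 simulations of members with 1 change, the upper end of the central 95% was 2. The test cannot exclude a smaller common loss with changes of single genes added to it, and the median of the list was −0.28. Yeast in place of bacteria as food cannot be told apart from a response to the yeast, since 4 of the 6 were also called lower on heat-killed *C. albicans*, and food and organism change together in this design. The calls on heat-killed *C. albicans* were lost in 7 alternative settings for *act-5*, 4 for *pept-1* and 1 for *pho-1*. Between live and heat-killed *C. albicans*, 0 of the 6 were called in limma. A response of the intestine to either yeast stays open and was not tested.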
